# A pro-inflammatory and fibrous cap thinning transcriptome profile accompanies carotid plaque rupture leading to stroke

**DOI:** 10.1038/s41598-022-17546-9

**Published:** 2022-08-05

**Authors:** Hernan A. Bazan, Ashton J. Brooks, Kenny Vongbunyong, Christin Tee, Hunter F. Douglas, Natasha C. Klingenberg, T. Cooper Woods

**Keywords:** Vascular diseases, Cardiovascular genetics

## Abstract

Atherosclerotic plaque rupture is the etiology of ischemic stroke and myocardial infarction. The molecular mechanisms responsible for rupture remain unclear, in part, due to the lack of data from plaques at the time of rupture. Ribosome-depleted total RNA was sequenced from carotid plaques obtained from patients undergoing carotid endarterectomy with high-grade stenosis and either (1) a carotid-related ischemic cerebrovascular event within the previous 5 days ('recently ruptured,' n = 6) or (2) an absence of a cerebrovascular event ('asymptomatic,' n = 5). Principal component analysis confirmed plaque rupture was responsible for the greatest percentage of the variability between samples (23.2%), and recently ruptured plaques were enriched for transcripts associated with inflammation and extracellular matrix degradation. Hierarchical clustering achieved differentiation of the asymptomatic from the recently ruptured plaques. This analysis also found co-expression of transcripts for immunoglobulins and B lymphocyte function, matrix metalloproteinases, and interferon response genes. Examination of the differentially expressed genes supported the importance of inflammation and inhibition of proliferation and migration coupled with an increase in apoptosis. Thus, the transcriptome of recently ruptured plaques is enriched with transcripts associated with inflammation and fibrous cap thinning and support further examination of the role of B lymphocytes and interferons in atherosclerotic plaque rupture.

## Introduction

Atherosclerotic plaque rupture precipitates a thromboembolic event leading to ischemia. Clinical examples include acute neurological events, such as transient ischemic attacks and stroke, in the case of carotid arteries, and acute coronary syndromes in the case of coronary arteries^1,2^. The development of an atherosclerotic plaque is characterized by chronic inflammation, with the recruitment of monocyte-derived macrophages and T cells. These produce inflammatory mediators that enhance inflammation and promote vascular smooth muscle cells (VSMC) to proliferate and secrete collagen to form the fibrous cap^3^. In the late stage of atherosclerosis, thinning of the fibrous cap due to increased apoptosis of VSMCs and expression of matrix metalloproteinases create a rupture-prone thin cap fibroatheroma^4^.

Atherosclerotic plaques consist of a soft lipid-rich atheromatous core covered by a firm, collagen-rich fibrous cap which contains sclerotic tissue, VSMCs, and an intact endothelial lining^5^. Ruptured plaques have thinner overlying fibrous caps infiltrated by macrophages, T-lymphocytes, and B-lymphocytes^2^. The molecular mechanisms driving asymptomatic plaques to transition to those prone to rupture and cause atheroemboli remain unclear and require further study.

The features of the ruptured plaque have been primarily determined through histological analysis of tissue obtained from patients exhibiting symptoms within the past 180 days. While these data are quite valuable, our previous works suggest notable transient changes in RNA expression that occur with plaque rupture^6^. Here, we compared the transcriptomes of asymptomatic and recently (within 5 days) ruptured carotid plaques to determine molecular mechanisms active at the time of rupture.

## Results

### Patient population

Carotid plaques were obtained from 11 patients undergoing CEA, 5 were asymptomatic and 6 had an ischemic cerebrovascular event within the past 5 days (“recently ruptured”, Table 1). 

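RNA-Seq libraries from these plaques, 5 asymptomatic and 6 recently ruptured, were analysed as the estimated read counts per gene that the authors deposited for each sample. These counts are RSEM expected counts. RSEM divides a read that matches several transcripts among them, so 31.5% of the deposited values were not whole numbers, and they were rounded before use. Each sample listed 56650 gene symbols, of which 38299 had a count in at least 1 sample. The methods describe alignment to hg19 with Novoalign and TopHat and abundance estimates imported with tximport; they do not name RSEM. Total counts per sample ranged from 22152629 to 36695936, with a median of 30612703 in the asymptomatic group and 27191043.5 in the recently ruptured group. Their mean over the 11 samples was 29.0 M. The paper gives an average depth of 42 M reads per sample, and the values used here rest on the counted reads. Mean total counts did not differ between the groups (exact permutation test over the 462 splits of the 11 samples, two-sided, p = 0.459). At these depths 3 counts, taken as the smallest detectable signal, corresponded to between 0.0818 and 0.135 CPM (counts scaled to a common library size), a floor that covers counting error only. The share of counts from mitochondrial genes was 24.5% ± 4.7 (SD, n = 5) in the asymptomatic group and 23.5% ± 3.1 (SD, n = 6) in the recently ruptured group. The mean GC content of the counted genes was 47.3% ± 0.35 (SD) and 47.8% ± 0.28 (SD) respectively, a difference of 0.474 percentage points (exact permutation test, two-sided, p = 0.0325). The samples carry library identifiers of 2 forms, and neither the paper nor the sample labels say what the forms stand for. Asymptomatic replicates 1, 2 and 4 and recently ruptured replicates 1 and 4 have the first form, and the other 6 samples have the second. Total counts were 30612703 to 36695936 with the first form and 22152629 to 28975894 with the second (exact permutation test, p = 0.00216, the smallest p the 462 splits allow), so the forms were treated as possible batches and comparisons were repeated within them. Expression was normalized by edgeR's trimmed mean of M values (TMM), and 19280 genes passed edgeR's filter on low counts. The groups were compared with edgeR's quasi-likelihood test and, since the methods name DESeq2 after tximport, with DESeq2's Wald test using the gene lengths in the same files; the test, the use of gene lengths and a correction for GC content each changed the number of differentially expressed genes.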

There was no significant difference in age, body mass index, lipid profile, serum creatinine, or estimated glomerular filtration rates between the two patient groups. Additionally, there similar rates of smoking, alcohol use and chronic kidney disease in both groups. All subjects were hypertensive while none were diabetic. Each group had similar levels of aspirin, statin, and clopidogrel use. The percent stenosis was similar between the two groups. The recently ruptured group consisted of 2 patients with crescendo transient ischemic attacks and 4 with NIH Stroke Severity Scores of 1, 3, 4, and 7. The time between the cerebrovascular event and the CEA of 3.5 ± 0.5 days.

**Table 1:** Patient characteristics.

	Total (n = 11)	Asymptomatic (n = 5)	Recently ruptured (n = 6)	*P*-value
**Characteristics**				
Age, y	67.2 ± 2.2	65.2 ± 3	68.8 ± 3.3	0.44
Body mass index, kg/m^2^	31.7 ± 1.8	30.8 ± 3	32.5 ± 2.3	0.65
History of smoking	8 (73%)	4 (80%)	4 (67%)	1.00
History of ethanol use	5 (45%)	3 (60%)	2 (33%)	0.57
Total cholesterol, mg/dL	145.5 ± 26	152.5 ± 11.5	140.8 ± 44.2	0.84
HDL, mg/dL	43.8 ± 3.2	46.3 ± 3.4	42.2 ± 4.9	0.57
LDL, mg/dL	102.9 ± 13.1	83.1 ± 11.7	116.1 ± 18.9	0.24
Triglycerides, mg/dL	141 ± 13	116 ± 11.2	157.7 ± 17.4	0.12
Serum Creatinine, mg/dL	1.2 ± 0.1	1.1 ± 0.1	1.3 ± 0.2	0.53
eGFR, mL/min/1.73m2	72.5 ± 7.2	76.7 ± 8.4	69.1 ± 11.7	0.12
Chronic kidney disease	3 (27%)	1 (20%)	2 (33%)	1.00
**Event to CEA time, days**			3.5 ± 0.5	
Percent Stenosis	78.1 ± 3.9	82.8 ± 4.2	74.2 ± 6.2	0.29
Aspirin use	6 (55%)	4 (80%)	2 (33%)	0.24
Statin use	7 (64%)	4 (80%)	3 (50%)	0.55
Clopidogrel use	2 (18%)	1 (20%)	1 (17%)	1.00

Data expressed as mean ± SEM.

### Principal component analysis of highly variable transcripts identifies a principal component associated with rupture

PCA of the 1750 most variable transcripts found that the first principal component, which accounts for 26% of the total variability, represents the differences between the samples from asymptomatic versus recently ruptured groups (Fig. 1A). 

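Counts were transformed with DESeq2's blind variance-stabilizing transformation, using the gene lengths, before PCA of the 1750 most variable genes. The first 3 components accounted for 24.8%, 23.9% and 13.8% of the variability. Scores on the first component ranged from -28.5 to -5.52 in the 5 asymptomatic samples and from -0.676 to 37.2 in the 6 recently ruptured samples, without overlap. The difference in mean score was 27.1 (exact permutation test over 462 splits, two-sided, p = 0.00433). On the second component the groups overlapped and the difference was 9.57 (exact permutation test, p = 0.452). Rupture status accounted for 55.7% of the variance of the first component and for 17.9% of the total variance of the 1750 genes (exact permutation test, p = 0.00649), while the median split of the same samples accounted for 9.48%. Within the 2 forms of library identifier, the difference on the first component was 46.2 in the first form (3 asymptomatic, 2 recently ruptured) and 16.9 in the second (2 asymptomatic, 4 recently ruptured). The identifier form itself accounted for 71.0% of the variance of the third component (exact permutation test, p = 0.00433). The alternative that moved the result most left out asymptomatic replicate 5. The difference on the first component was then 4.32 (exact permutation test, p = 0.748) and the groups differed on the second component instead, by 29.1 (exact permutation test, p = 0.00952).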

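The 1750 genes of the PCA included 140 immunoglobulin genes, of which 139 had loadings on the side of the recently ruptured samples, and 79 of the 100 genes with the strongest loadings on that side were immunoglobulin genes. Other sets of genes, listed before the data were examined, were counted in the same way. All 8 plasma cell marker genes among the 1750, all 4 B cell marker genes and all 11 interferon response genes had loadings on this side. Of the 7 cytokine genes that the paper names, 4 had loadings on this side and 3 on the other. Neutrophil marker genes lay mostly on the asymptomatic side (9 of 10), as did 4 of the 7 matrix metalloproteinase genes. Genes of one set rise and fall together, so these counts are descriptions and not tests. Some loadings were close to 0, such as -0.00047 for *MMP12* and -0.00265 for *MMP9*, where *IGHG4* had 0.106. A side of the component is also not a difference between groups. The mean scores of the neutrophil and metalloproteinase genes, described below, were higher in recently ruptured samples (differences 0.30 and 1.52), with overlap. With the immunoglobulin genes left out, the first component accounted for 28.7% of the variability and the difference in mean score between the groups was 19.7 (exact permutation test, two-sided, p = 0.0736). The PANTHER enrichment was not analysed here.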

Gene ontology analysis of the transcripts with loadings associated with the recently symptomatic group, showed that this group was enriched for transcripts related to phagocytosis, B cell function, complement activation, inflammation and leukocyte chemotaxis (Fig. 1B). The loadings associated with the asymptomatic group were characterized by increased plasma lipoprotein particle clearance and remodeling and transcripts associated with regulation of muscle contraction (Fig. 1C).

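Among the 1750 genes, 11 genes of lipoprotein clearance and remodeling were present and 10 had loadings on the asymptomatic side, 3 of them among the 100 strongest on that side. All 8 smooth muscle contraction genes among the 1750 had loadings on the asymptomatic side, none of them among the 100 strongest. The groups were also compared by a score for each set, the mean over its genes of the log2 CPM (prior count 2) after centring each gene on its mean over the 11 samples; 10 sets were scored, and p-values were adjusted over them by the Benjamini-Hochberg method. The smooth muscle contraction score, over 15 genes, was 0.21 ± 0.44 (SD, n = 5) in asymptomatic and -0.18 ± 0.62 (SD, n = 6) in recently ruptured samples. This difference of -0.39 was smaller than the SD of either group (exact permutation test, two-sided, p = 0.284, adjusted p = 0.464), and it was 0.084 within the first form of library identifier and -0.89 within the second. The lipoprotein score, over 15 genes, was -0.037 ± 0.72 (SD, n = 5) and 0.031 ± 0.53 (SD, n = 6), a difference of 0.069 (exact permutation test, p = 0.872). Its sign was not stable, with a difference of -0.65 within the first identifier form, 0.64 within the second and -0.10 after a correction of each library for GC content.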

**Figure 1:**
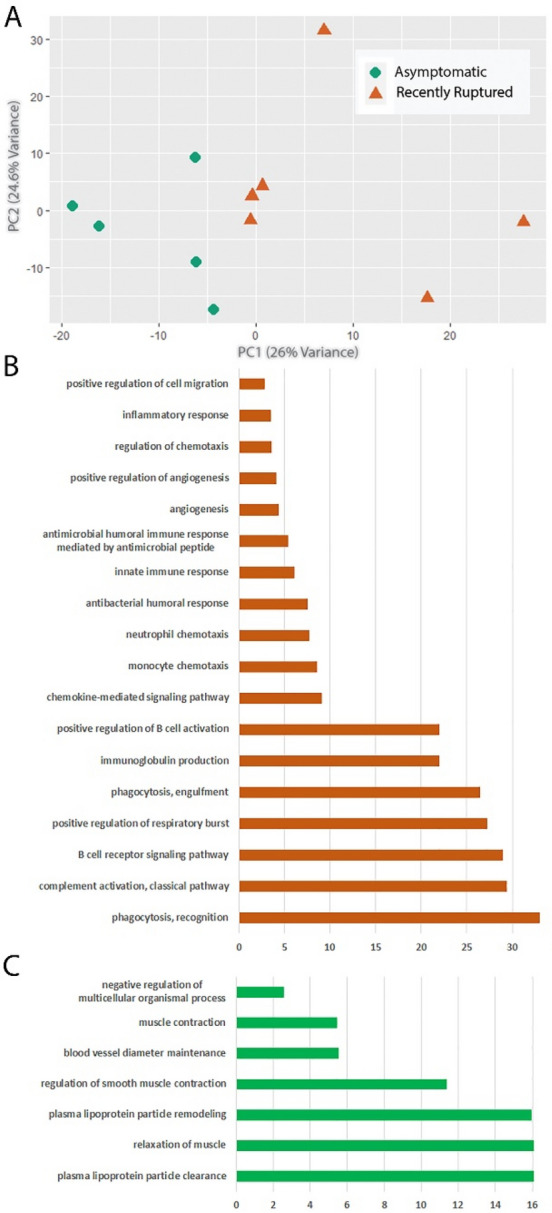
Principal component analysis (PCA) indicates plaque rupture is associated with alterations in the transcriptome. (**A**) PCA plot of the top 1750 most variable transcripts in asymptomatic and recently ruptured plaques. (**B**) Gene ontology of the transcripts associated with recently ruptured plaques. (**C**) Gene ontology of the transcripts associated with asymptomatic plaques.

### Hierarchical clustering of highly variable transcripts separates asymptomatic and recently symptomatic

To more directly examine the changes in gene expression that occur with plaque rupture, we performed hierarchical clustering of the transcripts in the carotid plaques (Fig. 2). 

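Hierarchical clustering of the samples was computed on the 400 most variable genes after the variance-stabilizing transformation, with Euclidean distances and complete linkage, since the paper's text does not name a distance or a linkage. Its first division set recently ruptured replicates 1 and 4 apart from the other 9 samples, and the next set recently ruptured replicate 6 apart. Replicates 1 and 4 are the only recently ruptured samples with the first form of library identifier. The smallest branch that held all 5 asymptomatic samples had 8 members and included recently ruptured replicates 2, 3 and 5 (exact permutation test over 462 splits, p = 0.121). Average and Ward linkage gave the same number. With TMM log2 CPM in place of the transformed counts the branch had 7 members (exact permutation test, p = 0.0455), and with the immunoglobulin genes left out it had 10. Of the 400 genes, 292 had a higher mean in the recently ruptured group and 108 a lower mean. All 6 recently ruptured samples lay above all 5 asymptomatic samples in 10 of the 400 genes and below them in 1, where chance gives 0.433% of genes for both directions together.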

Clustering a minimum of the 400 most variable transcripts samples achieved separation between the asymptomatic and recently ruptured plaque samples. 

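The mean pairwise distance between samples of one group, over the same 400 genes, was 33.8 among the 5 asymptomatic samples and 36.7 among the 6 recently ruptured samples. This difference of 2.89 was not distinguishable from that of other splits of the samples (exact permutation test, two-sided, p = 0.654). Leaving out the immunoglobulin genes changed its sign, to -2.34 (exact permutation test, p = 0.652). With recently ruptured replicate 6 left out the difference was -0.049. The first form of library identifier holds a single pair of recently ruptured samples, so the comparison was not repeated within the forms.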

Interestingly, while the asymptomatic samples clustered tightly together, two of the recently ruptured samples clustered away from all the other samples, suggesting greater variability in the recently ruptured plaque samples. We compared the individual demographic data for each patient with the patient clustering to determine if the patient characteristics might explain the groupings, but no clinical factor correlated with the sample dendrogram.

**Figure 2:**
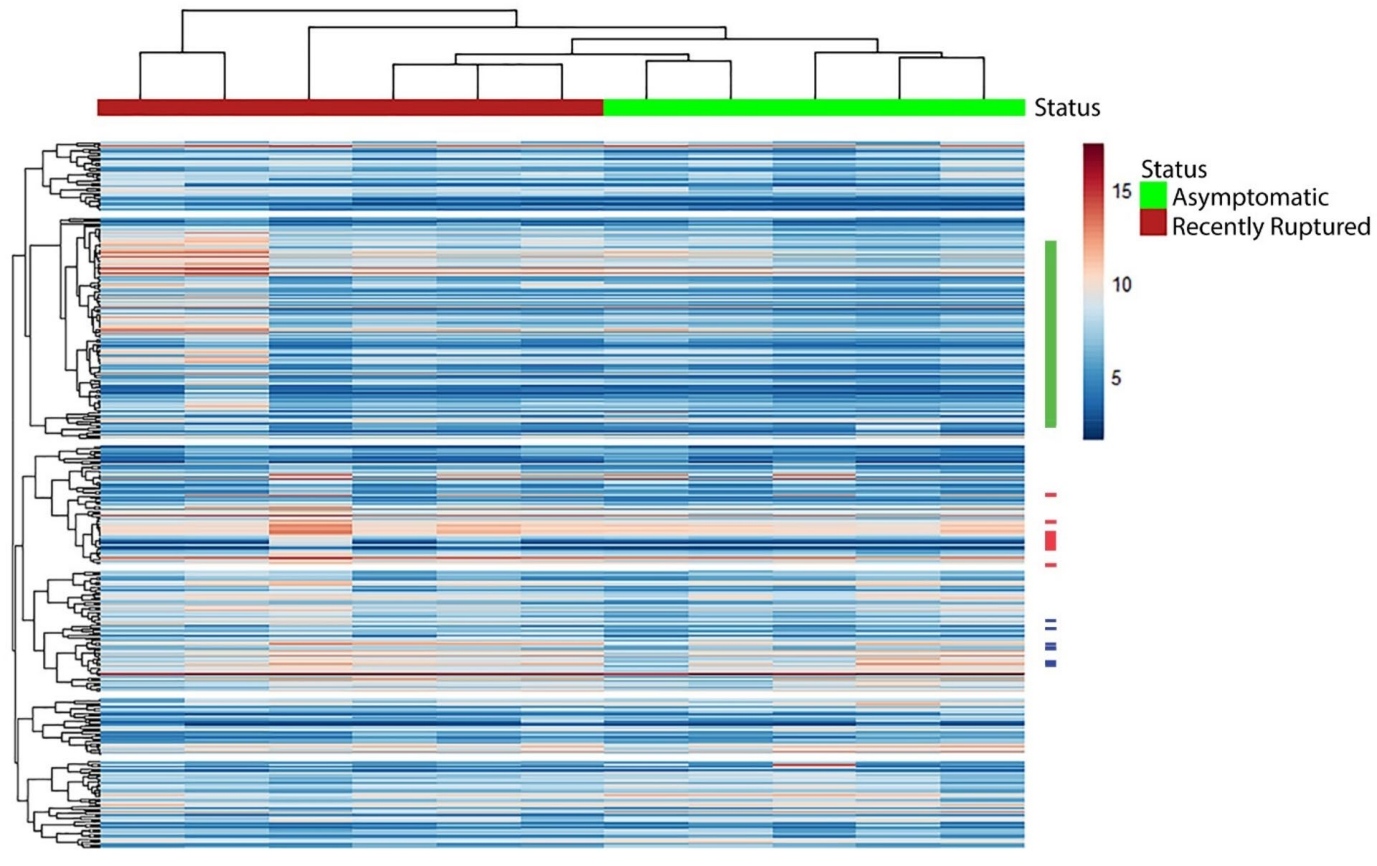
Hierarchical clustering identifies groups of co-expressed transcripts that distinguish recently ruptured plaques from asymptomatic plaques. Clustering of the top 400 transcripts in carotid plaques differentiates between asymptomatic and recently ruptured plaques. Bars adjacent to the cluster indicate locations of transcripts associated with B cell function (green), metalloproteinases (blue), and interferon responses (red). Supplementary Fig. 2 presents this data with the transcript names included.

Overall, the heatmap does not present distinctive clusters of transcripts unique to asymptomatic or recently ruptured. 

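Immunoglobulin genes made up 100 of the 400 clustered genes. When the gene dendrogram was divided into 6 clusters they fell in 4 of them, with 42 in the largest cluster of 157 genes. Over the 107 immunoglobulin genes that passed the filter, the score was -0.91 ± 0.92 (SD, n = 5) in asymptomatic and 0.76 ± 1.52 (SD, n = 6) in recently ruptured samples, and 3 of the 6 recently ruptured samples lay above all asymptomatic samples. The difference was 1.67 (exact permutation test, two-sided, p = 0.0628, adjusted over the 10 sets p = 0.245), and with each sample left out in turn it stayed between 1.21 and 2.03. It was 3.67 within the first form of library identifier and 0.495 within the second, and the highest scores were those of recently ruptured replicates 4 (3.08) and 1 (2.07), both of the first form. As a share of all counts, which does not depend on how reads are divided between similar immunoglobulin genes, they took 0.116% ± 0.069 (SD, n = 5) and 0.730% ± 0.858 (SD, n = 6), a difference of 2.06 on the log2 scale (exact permutation test, p = 0.0325). Within the identifier forms this difference was 4.22 and 0.773. Of the 107 genes, 105 had a higher estimate in recently ruptured plaques, with a median log2 fold change of 2.38, and 78 had an unadjusted p-value under 0.05 in edgeR; none passed after adjustment. Among all immunoglobulin genes, including those that did not pass edgeR's filter, DESeq2 with gene lengths called 25, all higher. Immunoglobulin genes share near-identical sequence, so the estimate of any single gene is uncertain. Marker scores for B cells (difference 0.71) and for plasma cells (difference 0.89) each had an exact permutation p of 0.0736. Within the identifier forms these differences were 1.36 and 0.095 for B cells and 2.13 and 0.23 for plasma cells.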

Close inspection of the heatmap reveals a cluster of immunoglobulins and B cell function transcripts where expression is increased in the recently ruptured group. This was also true for clusters that include matrix metalloproteinases (e.g., *MMP1, MMP7, MMP8, MMP9, MMP12, MMP13, and MMP25)* and responses to interferon (e.g., *IFI6, IFI27, IFIT1*, *IFIT3, IFITM1, IFI44L, IRF7, ISG15, OAS2, OAS3,* and *OASL*) though the magnitude of the difference is less pronounced. 

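The matrix metalloproteinase score, over these 7 genes, was -0.83 ± 2.05 (SD, n = 5) in asymptomatic and 0.69 ± 1.06 (SD, n = 6) in recently ruptured samples, a difference of 1.52 (exact permutation test, two-sided, p = 0.154, adjusted over 10 sets p = 0.384). Within the forms of library identifier it was -0.89 and 4.13, so its direction differed between them. In edgeR, 6 of the 7 genes had a higher estimate in recently ruptured plaques, with log2 fold changes from -0.35 to 1.87, none with an unadjusted p-value under 0.05, and adjusted p-values from 0.255 to 0.985. *MMP9* had 49.5 ± 46.7 CPM (SD, n = 5) in asymptomatic and 162 ± 153 CPM (SD, n = 6) in recently ruptured samples, a log2 fold change of 1.71 (standard error 0.85, adjusted p = 0.255 from edgeR's quasi-likelihood test). *MMP7* had 35.8 ± 39.6 and 28.2 ± 17.9 CPM, a log2 fold change of -0.35 (standard error 0.97); its direction changed to 0.93 with the identifier form as a covariate and to 1.13 in limma voom with sample quality weights. *MMP12* had 100 ± 109 and 103 ± 78.2 CPM, a log2 fold change of 0.038 (standard error 0.88), which was -0.043 in DESeq2. The interferon response score was -0.49 ± 0.62 (SD, n = 5) and 0.41 ± 1.40 (SD, n = 6), a difference of 0.89 (exact permutation test, p = 0.242, adjusted p = 0.464) that was 0.039 within the first identifier form and 1.20 within the second. All 11 interferon response genes had a higher estimate in edgeR, with log2 fold changes from 0.63 (*IFI27*) to 2.73 (*ISG15*) and adjusted p-values from 0.167 to 0.513; 4 had an unadjusted p-value under 0.05. With samples left out in turn, *IFI27* ranged from -0.061 to 0.94. The other 10 genes stayed higher in every such fit, with lowest estimates from 0.099 (*IFIT3*) to 0.99 (*ISG15*). The interferon response score was 2.99 in recently ruptured replicate 6 and at most 0.95 in any other sample. With that sample left out the difference in this score was 0.37 (exact permutation test, p = 0.429). Of the metalloproteinase genes, 6 were among the 400 clustered genes, in 2 of the 6 gene clusters. *MMP1*, *MMP8* and *MMP13* lay in the cluster of 157 genes, and *MMP7*, *MMP9* and *MMP12* in a cluster of 96 genes. All 11 interferon response genes were among the 400, with 8 in the same cluster of 96 genes. DESeq2 with gene lengths called none of these 18 genes.

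**Figure D1:**
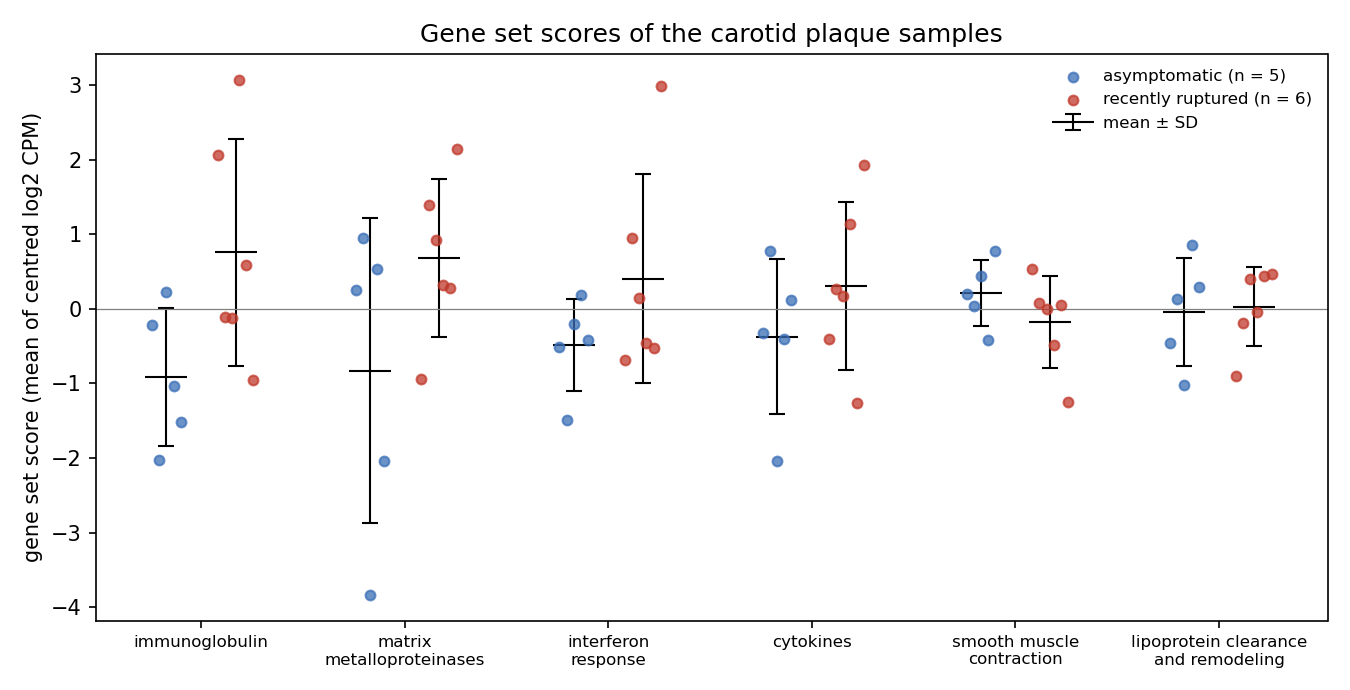
Gene set scores (vertical axis, mean of centred log2 CPM) of the 5 asymptomatic samples (blue) and 6 recently ruptured samples (red) for 6 gene sets, 1 point per sample, with the mean and SD of each group in black. The groups overlapped in every set; the difference of means was 1.67 for immunoglobulin, 1.52 for matrix metalloproteinases, 0.89 for interferon response, 0.68 for cytokines, -0.39 for smooth muscle contraction and 0.069 for lipoprotein clearance and remodeling.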

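The 7 cytokine genes *IL6*, *CXCL1*, *CXCL5*, *CXCL6*, *CXCL8*, *CXCL9* and *CCL18* gave a score of -0.37 ± 1.04 (SD, n = 5) in asymptomatic and 0.31 ± 1.12 (SD, n = 6) in recently ruptured samples. The difference of 0.68 was smaller than either SD (exact permutation test, two-sided, p = 0.325, adjusted over 10 sets p = 0.464), and it was 0.36 and 1.23 within the first and second form of library identifier. Estimates were higher for 6 of the 7 genes in edgeR, and 1 (*CXCL6*) had an unadjusted p-value under 0.05. *CXCL6* had 0.389 ± 0.309 CPM (SD, n = 5) and 2.53 ± 3.65 CPM (SD, n = 6), a log2 fold change of 2.66 (standard error 1.10, adjusted p = 0.201 from edgeR's quasi-likelihood test), with counts from 1 to 24 and from 0 to 254; in limma voom with sample quality weights the change was -0.26. *CXCL5* and *CXCL1* had log2 fold changes of 1.63 (standard error 0.84) and 1.53 (standard error 0.73). *IL6* changed by 0.78 (standard error 0.83), *CXCL8* by 0.43 (standard error 0.65) and *CCL18* by 0.16 (standard error 0.51), each within 1 standard error of 0, and their directions changed in limma voom (*IL6*, -0.79), with recently ruptured replicate 6 left out (*CXCL8*, -0.21) and with the identifier form as a covariate (*CCL18*, -0.27). *CXCL9* had 18.2 ± 12.9 CPM in asymptomatic and 14.2 ± 10.3 CPM in recently ruptured samples, a log2 fold change of -0.36 (standard error 0.58), which was 0.59 in limma voom. Among the 400 clustered genes were 6 of the 7, in 3 of the 6 gene clusters.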

Transcripts encoding inflammatory genes were scattered throughout the clusters, including numerous cytokines (e.g., *IL6, CXCL1, CXCL5, CXCL6, CXCL8, CXCL9,* and *CCL18*) exhibiting increases in the recently ruptured group.

### Differential gene expression underlying increased atherosclerotic plaque vulnerability and rupture

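Expression was compared between 6 recently ruptured and 5 asymptomatic plaques with edgeR's quasi-likelihood test over 19280 genes, and 1 gene had an adjusted p-value under 0.05, *PTGDS*, while 4212 had an unadjusted p-value under 0.05. *PTGDS* lies on chromosome 9 of GRCh37 (hg19), from 139869544 to 139876194, and overlaps another annotated gene there. It encodes prostaglandin D2 synthase. Its expression was 2.36 ± 0.783 CPM (SD, n = 5) in asymptomatic and 14.9 ± 4.45 CPM (SD, n = 6) in recently ruptured plaques, higher in all 6 recently ruptured samples than in any asymptomatic sample, a log2 fold change of 2.67 (standard error 0.30, adjusted p = 0.0173 from edgeR's test with Benjamini-Hochberg adjustment). With each sample left out in turn the log2 fold change stayed between 2.47 and 2.79, and the adjusted p passed the threshold in 4 of the 11 fits. The number of genes past the threshold depended on the method and on single samples. limma voom with sample quality weights called 2517 of the same 19280 genes, 1285 higher and 1232 lower. Leaving out recently ruptured replicate 1 gave 302 genes in edgeR, and leaving out each other sample gave 0 or 1. With the form of library identifier as a covariate 2 genes passed in edgeR, *PTGDS* and *SPAG4*, the latter named only after its value was seen.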

A total of 422 DEGs were identified from atherosclerotic plaque samples of recently ruptured compared to asymptomatic patients (p-adj < 0.05). Two hundred sixty-three transcripts were significantly increased, and 159 transcripts were significantly decreased (Supplementary Table 1). 

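The methods name tximport and DESeq2, without the test or the use of gene lengths, and define DEGs by an adjusted p under 0.05 and a fold change over 2. DESeq2's Wald test with gene lengths as offsets called 419 genes in the deposited counts by adjusted p alone, 260 higher and 159 lower in recently ruptured plaques, and 168 (151 higher, 17 lower) with the fold change over 2 added. The supplementary list could be read as 421 transcripts, 262 higher and 159 lower, of which 152 have a listed fold change over 2, and 417 of the 421 were among the 419 calls. Of the 415 listed transcripts that edgeR tested, all 415 changed in the listed direction and 1 was called. The DESeq2 count was 769 without the gene lengths and from 63 to 2322 with samples left out in turn. Adjusting over all genes with a p-value, without DESeq2's filter on the mean count, left 170. With the form of library identifier as a covariate DESeq2 called 314 genes, of which 244 were among the 419, and after a correction of each library for GC content it called 160, 27 higher and 133 lower, of which 105 were among the 419. The median GC content was 60.4% for the genes called higher, 43.7% for those called lower and 48.7% for genes not called. For the 21 genes of Table 2, edgeR tested 20, all in the direction given there, with adjusted p-values from 0.160 to 0.229 over all genes; over these 20 genes alone 19 passed, although the genes were chosen from calls on the same samples. DESeq2 with gene lengths called all 21. A GC value was available for 20 of them, and after the GC correction these 20 kept their direction with a smaller change and 1 passed (*HMHA1*), while 13 fell below the filter on the mean count; adjusting over all genes instead, 3 passed with the correction and 12 without it.

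**Figure D2:**
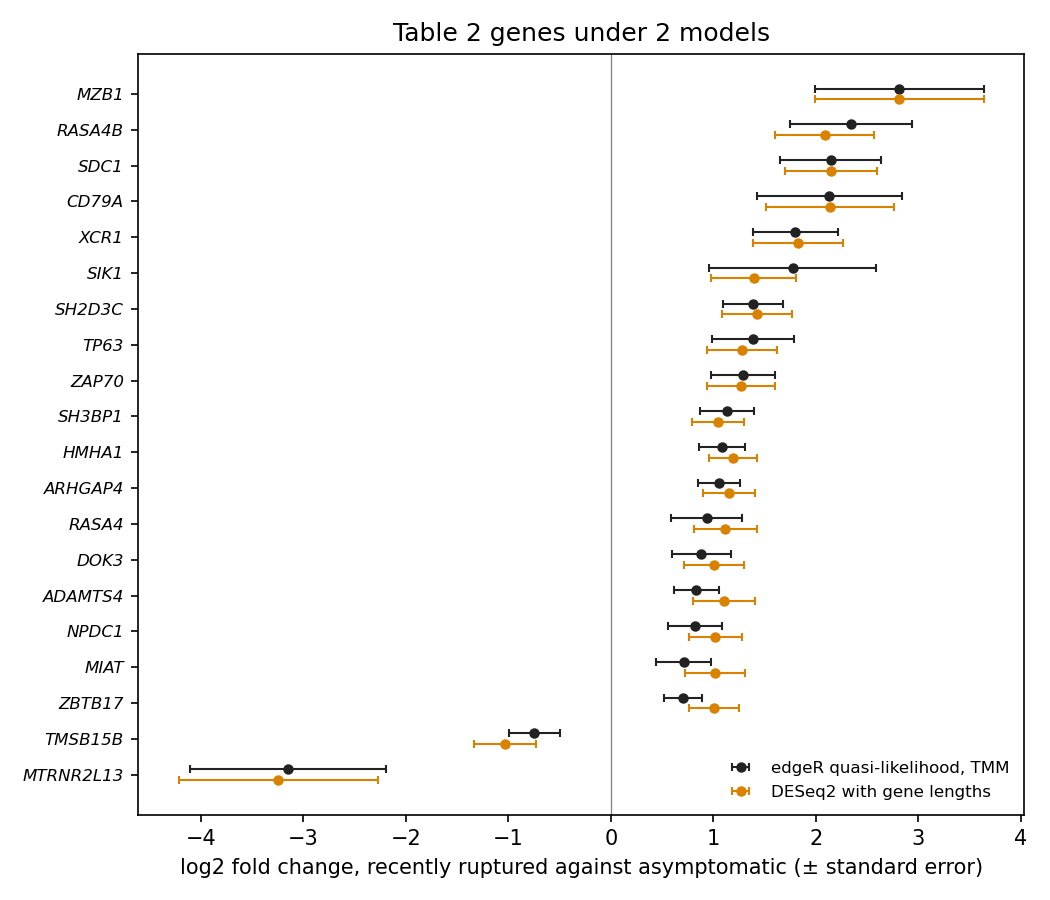
Log2 fold change of recently ruptured against asymptomatic plaques (horizontal axis, bars show the standard error) for the 20 genes of Table 2 that passed edgeR's filter, from edgeR's quasi-likelihood test (black) and DESeq2 with gene lengths (orange). The estimates ran from -3.15 (*MTRNR2L13*) to 2.82 (*MZB1*) in edgeR and had the same direction in both models. Standard errors for edgeR were derived from its test statistic and those for DESeq2 came from its model.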

To better understand the biological processes behind the transition of stable to vulnerable atherosclerotic plaques, we explored significant transcripts of interest in more detail (Table 2).

**Table 2:** Differentially expressed genes of interest.

Gene symbol	Mean expression	Log_2_(fold change)	Standard error	Adjusted *P*-value
CD177	76	7.18	1.62	0.005
MZB1	192	2.82	0.83	0.039
SDC1	111	2.15	0.45	0.002
CD79A	72	2.14	0.63	0.039
RASA4B	107	2.09	0.48	0.007
XCR1	34	1.83	0.44	0.011
SH2D3C	125	1.43	0.35	0.011
SIK1	32	1.39	0.42	0.043
TP63	62	1.29	0.34	0.022
ZAP70	70	1.27	0.33	0.020
HMHA1	343	1.19	0.24	0.001
ARHGAP4	273	1.15	0.25	0.003
RASA4	535	1.12	0.31	0.028
ADAMTS4	246	1.11	0.30	0.028
SH3BP1	207	1.04	0.25	0.011
NPDC1	116	1.02	0.26	0.016
MIAT	287	1.02	0.29	0.036
DOK3	139	1.01	0.29	0.037
ZBTB17	116	1.00	0.25	0.012
TMSB15B	87	-1.03	0.31	0.041
MTRNR2L13	106	-3.24	0.97	0.043

Recently ruptured atherosclerotic plaques demonstrated increased expression of pro-inflammatory genes involved in the mobilization and recruitment of leukocytes to the vessel wall. 

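*XCR1* lies on chromosome 3 of GRCh37 from 46058482 to 46127317. Its expression was 0.490 ± 0.269 CPM (SD, n = 5) in asymptomatic and 1.74 ± 0.940 CPM (SD, n = 6) in recently ruptured plaques, from 8 to 33 and from 24 to 94 counts per sample, and 5 of 6 recently ruptured samples lay above all asymptomatic samples. *XCR1* had a log2 fold change of 1.80 (standard error 0.42, adjusted p = 0.160) in edgeR's quasi-likelihood test and 1.83 (standard error 0.44, adjusted p = 0.0106) in DESeq2 with gene lengths, and it stayed between 1.47 and 2.19 in edgeR with samples left out in turn. *CD177* lies on chromosome 19 from 43857838 to 43867324. Asymptomatic samples had 0 to 2 counts, under the floor of 3 counts, and recently ruptured samples had 5 to 716. Recently ruptured replicates 6 and 2 had 27.1 and 5.39 CPM and the other 4 at most 0.237 CPM. Across the 11 samples *CD177* rose with scores of neutrophil and erythroid marker genes. The relation with the neutrophil score rested on the 2 samples farthest from the median score, recently ruptured replicate 6 (1.92) and asymptomatic replicate 1 (-1.59). Pearson's r was 0.646 with them and 0.222 without them. Recently ruptured replicate 2 was kept in both values. All 6 recently ruptured samples lay above the highest floor of the asymptomatic samples (0.135 CPM); against that floor their mean of 5.55 CPM was at least 41-fold higher and their median of 0.230 CPM at least 1.7-fold higher. *CD177* did not pass edgeR's filter on low counts. DESeq2 estimated a log2 fold change of 7.18 (standard error 1.62, adjusted p = 0.00504), and edgeR without the filter 7.42 (standard error 2.26, adjusted p = 0.297).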

*XCR1,* which encodes a chemokine receptor, and *CD177,* which mediates neutrophil activation, were increased in the recently ruptured group. The recently ruptured group also exhibited elevated levels of several transcripts associated with B cell function, including numerous immunoglobins and transcripts related to B cell proliferation (*MZB1)* and activation (*CD79A, SH2D3C,* and *ZAP70*).

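*MZB1*, on chromosome 5 of GRCh37 from 138723156 to 138725770, had 1.55 ± 0.970 CPM (SD, n = 5) in asymptomatic and 10.8 ± 13.6 CPM (SD, n = 6) in recently ruptured plaques, and 4 of 6 recently ruptured samples lay above all asymptomatic samples. Its log2 fold change was 2.82 (standard error 0.83) in edgeR, with an adjusted p of 0.160 from the quasi-likelihood test, and DESeq2's adjusted p was 0.0389. *CD79A*, on chromosome 19 from 42381349 to 42385439, had 0.898 ± 0.660 and 3.86 ± 4.04 CPM, a log2 fold change of 2.13 (standard error 0.71, adjusted p = 0.163 in edgeR and 0.0388 in DESeq2). In both genes the SD of the recently ruptured group was larger than its mean. *SH2D3C*, on chromosome 9 from 130500596 to 130540989, separated the groups with less spread, at 2.25 ± 0.946 and 5.93 ± 2.17 CPM, with all 6 recently ruptured samples above all asymptomatic samples and a log2 fold change of 1.39 (standard error 0.29). *ZAP70*, on chromosome 2 from 98330039 to 98356325, had 1.36 ± 0.645 and 3.33 ± 1.04 CPM and a log2 fold change of 1.29 (standard error 0.31). Both had an adjusted p of 0.160 in edgeR, and in DESeq2 of 0.0110 and 0.0203. The estimates of all 4 genes fell after the correction for GC content, to 2.62, 1.92, 1.08 and 0.98 in DESeq2. From the increases in these transcripts and the immunoglobulins, the paper's Discussion takes the DEGs as further evidence for an essential role of B cells in plaque rupture, and it proposes an increase in B cell infiltration, adding that RNA from whole artery homogenates cannot assign a change to a cell type.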

Recently ruptured atherosclerotic plaque samples were also found to have a change in transcript expression that may relate to thinning of the fibrous cap through decreased VSMC proliferation and migration and increased apoptosis. 

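*SDC1* lies on chromosome 2 of GRCh37 from 20400558 to 20425194. Its expression was 1.37 ± 0.516 CPM (SD, n = 5) in asymptomatic and 6.04 ± 4.83 CPM (SD, n = 6) in recently ruptured plaques, with all 6 recently ruptured samples above all asymptomatic samples. The log2 fold change was 2.15 (standard error 0.50, adjusted p = 0.160) in edgeR's quasi-likelihood test and stayed between 1.62 and 2.32 with samples left out in turn; DESeq2 gave an adjusted p of 0.00164. *SDC1* also rose with a score of plasma cell marker genes, a relation that rested in part on 2 samples. *SIK1*, on chromosome 21 from 44834363 to 44847011, was expressed at a low level, 0.763 ± 1.01 CPM (SD, n = 5) and 2.68 ± 1.80 CPM (SD, n = 6), with 3 of 6 recently ruptured samples above all asymptomatic samples. Its log2 fold change of 1.77 (standard error 0.82) had an unadjusted p of 0.0502 and an adjusted p of 0.229 in edgeR, and in DESeq2 it was 1.39 (standard error 0.42, adjusted p = 0.0428).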

*SDC1* and *SIK1* are associated with decreased VSMC proliferation and migration. 

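*NPDC1* (chromosome 9 of GRCh37, from 139933915 to 139940631) had 2.81 ± 0.893 CPM (SD, n = 5) in asymptomatic and 4.96 ± 1.42 CPM (SD, n = 6) in recently ruptured plaques, a log2 fold change of 0.82 (standard error 0.27). *DOK3* (chromosome 5, from 176928905 to 176938275) had 3.28 ± 0.414 and 6.07 ± 2.79 CPM, a log2 fold change of 0.89 (standard error 0.28). In each of these genes 5 of 6 recently ruptured samples lay above all asymptomatic samples. *ZBTB17* (chromosome 1, from 16268364 to 16302627) had 2.90 ± 0.753 and 4.71 ± 0.674 CPM, with all 6 recently ruptured samples above all asymptomatic samples and a log2 fold change of 0.70 (standard error 0.19). Adjusted p-values in edgeR's quasi-likelihood test were 0.162 for *NPDC1*, 0.162 for *DOK3* and 0.160 for *ZBTB17*, against 0.0165, 0.0363 and 0.0124 in DESeq2 with gene lengths. The GC content of the 3 genes was 68.8%, 62.5% and 63.0%, and after the GC correction their log2 fold changes in DESeq2 were 0.58, 0.64 and 0.67.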

Additionally, the recently ruptured plaques had increased expression of transcripts related to inhibition of cell proliferation (*NPDC1, DOK3,* and *ZBTB17*). 

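*TMSB15B* lies on chromosome X of GRCh37 from 103173479 to 103221285 and has close paralogs, so its estimated counts are uncertain. It had 3.73 ± 1.13 CPM (SD, n = 5) in asymptomatic and 2.22 ± 0.572 CPM (SD, n = 6) in recently ruptured plaques, and 3 of 6 recently ruptured samples lay below all asymptomatic samples. Its log2 fold change was -0.75 (standard error 0.25, adjusted p = 0.162) in edgeR's quasi-likelihood test, from -0.90 to -0.65 with samples left out in turn, and -1.03 (standard error 0.31, adjusted p = 0.0408) in DESeq2 with gene lengths. Its GC content was 44.4%, and the GC correction left the DESeq2 estimate at -1.02.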

Reduced expression of a pro-migration transcript (*TMSB15B*) was also observed in the recently ruptured samples. Several transcripts encode Ras GTPase-activating proteins (*RASA4, RASA4B, ARHGAP4, HMHA1,* and *SH3BP1*) that promote inactivation of Rac1 and cdc42, inhibiting proliferation and migration.

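*RASA4* (chromosome 7 of GRCh37, from 102220093 to 102257203) and *RASA4B* (chromosome 7, from 102120423 to 102158224) are near-identical copies, and the division of reads between them is an estimate, so both values are uncertain. *RASA4* had 12.5 ± 6.69 CPM (SD, n = 5) in asymptomatic and 24.0 ± 6.52 CPM (SD, n = 6) in recently ruptured plaques, a log2 fold change of 0.94 (standard error 0.35, adjusted p = 0.176 from edgeR's quasi-likelihood test). *RASA4B* had 1.29 ± 1.19 and 6.65 ± 4.78 CPM, a log2 fold change of 2.34 (standard error 0.60). *ARHGAP4* (chromosome X, from 153172821 to 153200452) had 5.88 ± 1.45 and 12.2 ± 3.16 CPM, a log2 fold change of 1.05 (standard error 0.20), with all 6 recently ruptured samples above all asymptomatic samples. *HMHA1*, which the annotation lists as *ARHGAP45* (chromosome 19, from 1065922 to 1086627), had 7.33 ± 1.94 and 15.6 ± 4.57 CPM, a log2 fold change of 1.09 (standard error 0.22). *SH3BP1* (chromosome 22, from 38030661 to 38052124), which overlaps another annotated gene, had 4.46 ± 0.633 and 9.80 ± 4.42 CPM, a log2 fold change of 1.14 (standard error 0.26). The last 4 genes each had an adjusted p of 0.160 in edgeR. With recently ruptured replicate 1 left out the adjusted p of *ARHGAP4*, *HMHA1* and *SH3BP1* was 0.0478 in edgeR. In DESeq2 with gene lengths the adjusted p-values were 0.0277 (*RASA4*), 0.00724 (*RASA4B*), 0.00262 (*ARHGAP4*), 6.2e-04 (*HMHA1*) and 0.0110 (*SH3BP1*). After the GC correction *HMHA1* had an adjusted p of 0.0230 in DESeq2 and a log2 fold change of 0.78.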

In addition to its anti-proliferative functions, *DOK3* is associated with increased apoptosis. 

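*TP63* lies on chromosome 3 of GRCh37 from 189349178 to 189615065. It had 1.21 ± 0.557 CPM (SD, n = 5) in asymptomatic and 3.18 ± 1.72 CPM (SD, n = 6) in recently ruptured plaques, with 5 of 6 recently ruptured samples above all asymptomatic samples. The log2 fold change was 1.39 (standard error 0.40, adjusted p = 0.160) in edgeR's quasi-likelihood test and 1.29 (standard error 0.34, adjusted p = 0.0215) in DESeq2 with gene lengths. *MTRNR2L13* resembles the mitochondrial large ribosomal RNA gene in sequence, so reads from mitochondrial transcripts can be counted on it and its value is uncertain. Its expression ranged from 0.288 to 26.0 CPM in the 5 asymptomatic samples and from 0.346 to 1.36 CPM in the 6 recently ruptured samples, so the recently ruptured range lay inside the asymptomatic range. Its log2 fold change was -3.15 (standard error 0.96, adjusted p = 0.160) in edgeR and -3.24 (standard error 0.97, adjusted p = 0.0429) in DESeq2, and with samples left out in turn it moved between -3.48 and -1.46 in edgeR.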

Recently ruptured samples exhibited an increase in a pro-apoptotic transcript (*TP63)* and decreases in a transcript encoding an inhibitor of apoptosis (*MTRNR2L13*). 

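*ADAMTS4* lies on chromosome 1 of GRCh37 from 161154092 to 161168844. Its expression was 5.68 ± 1.02 CPM (SD, n = 5) in asymptomatic and 10.1 ± 3.43 CPM (SD, n = 6) in recently ruptured plaques, and 5 of 6 recently ruptured samples lay above all asymptomatic samples. The log2 fold change was 0.84 (standard error 0.22, unadjusted p = 0.00258, adjusted p = 0.160) in edgeR's quasi-likelihood test and stayed between 0.66 and 0.94 with samples left out in turn. DESeq2 with gene lengths gave 1.11 (standard error 0.30, adjusted p = 0.0277), and 0.96 (adjusted p = 0.0603) after the GC correction.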

Additionally, *ADAMTS4*, which encodes a proteinase able to degrade the extracellular matrix and has been identified as a potential marker of carotid plaque vulnerability, was upregulated in the recently ruptured samples^7^. 

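*MIAT* lies on chromosome 22 of GRCh37 from 27042375 to 27072438. It had 7.19 ± 2.46 CPM (SD, n = 5) in asymptomatic and 11.8 ± 4.15 CPM (SD, n = 6) in recently ruptured plaques, and 5 of 6 recently ruptured samples lay above all asymptomatic samples. Its log2 fold change was 0.71 (standard error 0.27, unadjusted p = 0.0212, adjusted p = 0.181) in edgeR's quasi-likelihood test, and 1.02 (standard error 0.29, adjusted p = 0.0360) in DESeq2 with gene lengths. With gene lengths as offsets in edgeR the estimate was 1.06.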

The long non-coding RNA, *MIAT*, was significantly increased in the recently ruptured samples. This agrees with a previous report that *MIAT* is increased in ruptured compared to stable carotid plaques; however, *MIAT* promotes proliferation and inhibits apoptosis^8^.

## Discussion

The RNA-Seq dataset presented here demonstrates that recently ruptured plaques have a unique transcriptome that includes inflammatory and anti-proliferative features. The PCA analysis revealed that rupture status is the most significant contributor to the variability between samples. The hierarchical clustering demonstrated that the transcriptomes of the plaques share similarities according to plaque status as well. While expected, this common expression profile supports that the development of plaque vulnerability is an active process mediated by significant changes in gene expression.

Papaspyridonos et al*.* performed a similar analysis where CEA samples were collected and assessed macroscopically to stratify the samples into stable and unstable and a supervised analysis was used to identify DEGs between these groups. This study found 27 DEGs of interest that were confirmed by PCR^9^. Our study found Fold Changes in the same direction as in their study for 18 of these mRNAs. These similarities suggest that our dataset does include similar changes as seen in unstable plaques that have not necessarily ruptured.

Examination of the transcripts underlying the clustering of the samples revealed that many transcripts associated with the recently ruptured plaques play a role in inflammation, especially B cell function and type I interferon responses. B cells have been found in the fibrous caps of ruptured carotid plaques^2^. Analysis of the DEGs further supported an essential role for B cells in plaque rupture, with significant increases in transcripts associated with B cell function observed in the recently ruptured plaques. The role of B cells in atherosclerosis is dependent on subtype. B1a lymphocytes reduce the necrotic core size and thus are atheroprotective^10^. In contrast, the B2 subset promotes plaque development and vulnerability, potentially through secretion of tumor necrosis factor-α and increased apoptosis^11,12^. 

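*IGHM*, which encodes the constant region of the IgM heavy chain, lies on chromosome 14 of GRCh37 from 106318037 to 106322323. Its expression was 8.10 ± 3.21 CPM (SD, n = 5) in asymptomatic and 45.0 ± 64.5 CPM (SD, n = 6) in recently ruptured plaques, and all 6 recently ruptured samples lay above all asymptomatic samples. The log2 fold change was 2.48 (standard error 0.75, unadjusted p = 0.00620, adjusted p = 0.160) in edgeR's quasi-likelihood test and 2.42 (standard error 0.75, adjusted p = 0.0513) in DESeq2 with gene lengths. In DESeq2 the log2 fold change was 2.99 (standard error 0.72, adjusted p = 0.0104) for *IGHA2*, 3.61 (standard error 1.03, adjusted p = 0.0363) for *IGHG4*, 2.14 (standard error 0.61, adjusted p = 0.0368) for *IGHA1* and 3.15 (standard error 0.91, adjusted p = 0.0378) for *IGHG3*. The adjusted p was 0.0575 for *IGHG1* and 0.149 for *IGHG2*. Whether the change in *IGHM* differed from that of the other genes was not tested, and reads shared within this gene family make each value uncertain.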

While many immunoglobulin transcripts were increased in the recently ruptured plaques, the lack of a significant increase in the transcript encoding IgM suggests that the B2 subset may predominate. Overall, these findings play an essential role for B2 cells in developing plaque vulnerability and rupture.

In addition to the B cells, our data also support enhanced inflammation. Type I interferons can be produced by multiple cell types in atherosclerotic plaques, including B cells, and promote foam cell formation and amplify inflammation. The hierarchical clustering indicated a set of co-expressed interferon response genes. *IFIT1* and *IFIT3* have been implicated in pro-inflammatory polarization of macrophages and decreased collagen deposition leading to plaque vulnerability^13,14^. Loss of *OAS2* and *OAS3* expression has been linked to reduced atherosclerotic plaque development in a mouse model of atherosclerosis^15^. Both the PCA and hierarchical clustering pointed to increased cytokine signaling. Overall, the data suggest an increase in inflammation associated with plaque rupture.

Our data also points to an increase in mechanisms that promote thinning of the fibrous cap. An enrichment of transcripts involved with matrix disassembly was associated with the recently ruptured group, and several matrix metalloproteinases were co-expressed in the hierarchical clustering. Similar to previous reports^7^, *ADAMTS4* was reduced in the recently ruptured group. Loss of *ADAMTS4* is associated with increased collagen content and overall plaque stability in a mouse model of atherosclerosis. The matrix metalloproteinases co-expressed in the hierarchical clustering target a broad spectrum of substrates, including collagens (*MMP1, MMP8*, and *MMP13*), gelatins (*MMP9*), elastins (*MMP12*), and fibronectin (*MMP7*)^16,17^. In a mouse model of plaque vulnerability, *MMP9* was associated with greater plaque stability, while *MMP7* attenuated VSMC content and *MMP12* promoted destabilization^18^. In contrast, overexpression of *MMP9* has been proposed to promote plaque destabilization^4^.

Several transcripts associated with decreased proliferation and migration were also upregulated in the recently ruptured plaques. Increased *SDC1* is associated with non-proliferating differentiated VSMCs, and *SIK1* is associated with decreased vascular remodeling and was increased in the ruptured samples^19,20^. There was also upregulation of several Ras GTPase-activating proteins. Members of this protein family have been implicated in the development of plaque vulnerability^21,22^. Additional transcripts suggest decreased proliferation and increased apoptosis occur at the time of rupture. Thinning of the fibrous cap occurs through decreased VSMC proliferation and increased VSMC apoptosis^23^.

It is important to note that this study measured RNA from whole artery homogenates. Thus, we cannot attribute an individual change in RNA expression to a specific cell type. Likewise, the observed changes in RNA expression may represent changes in the cellular composition of the plaque. Indeed, our data suggest an increase in B cell infiltration occurred in the recently ruptured plaques. Additionally, the samples were collected 2 to 5 days post-rupture and therefore include changes associated with the response to the rupture. We cannot dissect those changes present at the time of rupture from those that occur after rupture. Finally, additional studies are required to confirm that changes in protein expression accompany the changes in transcript abundance we report here. To our knowledge, however, this is the first study to perform RNA-Seq on carotid samples collected this close to the plaque rupture. Most studies comparing CEA samples include symptomatic plaques collected greater than 100 days post-rupture. Previously, we have reported that miR-221 and -222 are down-regulated in recently ruptured plaques but increase to levels similar to that found in asymptomatic plaques in 7 days^6^. Thus, these data likely include changes in RNA expression that have previously been missed. Previous histologic analyses of carotid plaque rupture found "scarce" B cell infiltration^22^. Our data support a robust role for B cells in plaque rupture.

## Conclusion

Overall, these data present a picture of significant changes in the inflammation within the plaque associated with rupture, including a vital role for B cells. Additionally, an increase in a broad spectrum of matrix metalloproteinases coupled with the loss of VSMCs underlies thinning of the fibrous cap. Future studies on changes in RNA expression that can be localized to specific regions or cells within the plaque will further enhance our understanding of the molecular mechanisms driving plaque rupture.

## Materials and methods

### Sample collection

Carotid plaque specimens were obtained from a total of 11 patients who underwent carotid endarterectomy (CEA) in the Section of Vascular/Endovascular Surgery in the Department of Surgery at the Ochsner Clinic in New Orleans, LA. Samples obtained from patients undergoing CEA were stratified into two distinct clinical phenotypes: asymptomatic and recently ruptured. The asymptomatic group included patients undergoing CEA without a previous neurologic event but high-grade carotid stenosis (n = 5). The recently ruptured group (n = 6) consists of patients undergoing CEA within 5 days of an acute neurologic event (transient ischemic attack or acute stroke). The samples were immediately snap-frozen and stored in liquid nitrogen until processing for RNA isolation.

All procedures in this study were performed in accordance with the ethical standards of the 1964 Helsinki Declaration. This study was approved by the Ochsner Health institutional review board (IRB protocol # 2010.130B). All of the participants gave written informed consent for their participation in the study.

### RNA isolation

Carotid plaques were sectioned into 6 transverse segments of ~ 1 cm in length and macroscopic examination was performed to determine the sections with greatest plaque content. Sections containing a complicated lesion were homogenized in TRIzol Reagent (ThermoFisher) using a rotor stator homogenizer and total RNA was isolated according to the manufacturer's instructions. Total RNA was further purified using the miRNeasy Mini Kit (Qiagen).

### RNA-sequencing

The University Wisconsin Biotechnology Center performed library preparation and sequencing. Ribosomal RNA was reduced using the RiboZero assay (EpiCentre-Illumina), and an RNA-Seq library was constructed with the stranded TruSeq RNA kit (Illumina). Acceptable quality of each RNA sample and DNA library was confirmed using the 2100 Bioanalyzer system. Using a HiSeq2000 (Illumina), 1 × 100 bp sequencing was performed at average depth of 42 M reads per sample. The Tulane Next Generation Sequence Analysis Core aligned RNA-Seq reads to the human genome (hg19 assembly) using Novoalign (Novocraft), and splice junctions were identified using TopHat^24^. Coverage files and FPKM values were generated using SAMMate, and coverage was visualized on the Integrated Genome Viewer^25,26^.

Transcript abundance estimates were imported using *tximport* and package and principal component analysis (PCA), hierarchical clustering, and identification of differentially expressed genes (DEGs) were performed in an unsupervised manner using the *DESeq2* package^27,28^. DEGs were defined as those transcripts with a p-adjusted value < 0.05 with a fold change > 2. Gene ontology was performed using the PANTHER classification system with a minimum enrichment value of 1 and false discovery rate < 0.012^29^. The datasets generated and/or analysed during the current study are available in the [NCBI GEO (Gene Expression Omnibus)] repository, [PERSISTENT WEB INK OR GSE198600 TO DATASETS].

### Validation of RNA-Seq dataset with Droplet Digital PCR

The results of the RNA sequencing were validated by comparing the log_2_(Fold Change) obtained from the RNA-Seq analysis to that measured by polymerase chain reaction (PCR) of mRNAs selected randomly from a preliminary list of DEGs in an additional set of asymptomatic and recently ruptured samples (Supplementary Fig. 1), n = 5–16/group). The appropriate Quantitect Primer Assays (Qiagen) was paired with QX200 ddPCR EvaGreen PCR supermix (BioRad) to perform a one-step RT-PCR. QX200 droplet reader (BioRad) paired with QuantaSoft Analysis Pro v1.0 software (BioRad) for direct quantification of individual target molecules from each sample.

## Supplementary Information

Supplementary Information.

## Data Availability

The datasets generated during and analyzed during the current study are available in the Gene Expression Omnibus repository under the accession number GSE198600.

## Abbreviations

CEA: Carotid endarterectomy
DEG: Differentially expressed gene
PCA: Principal component analysis
VSMC: Vascular smooth muscle cell

# Supplementary material for: A pro-inflammatory and fibrous cap thinning transcriptome profile accompanies carotid plaque rupture leading to stroke
**Source:** Sci Rep. 2022 Aug 5;12:13499. doi: 10.1038/s41598-022-17546-9

**Supplemental Table 1**

| Gene Symbol  | Mean Expression | Log <sub>2</sub> (FoldChange) | Standard Error | Adjusted P-value |
|--------------|-----------------|-------------------------------|----------------|------------------|
| CD177        | 76              | 7.2                           | 1.6            | 0.005            |
| LBP          | 19              | 5.8                           | 1.4            | 0.013            |
| MTND1P23     | 193             | 5.2                           | 1.4            | 0.028            |
| IGKV1-9      | 599             | 4.0                           | 1.0            | 0.021            |
| IGHG4        | 4661            | 3.6                           | 1.0            | 0.037            |
| IGHV4-59     | 981             | 3.6                           | 0.9            | 0.021            |
| NUTM2A       | 12              | 3.5                           | 0.7            | 0.002            |
| RP11-731F5.2 | 108             | 3.5                           | 1.0            | 0.035            |
| IGHV4-34     | 136             | 3.4                           | 0.7            | 0.003            |
| IGKV3-15     | 1213            | 3.3                           | 0.9            | 0.019            |
| IGHV1OR15-4  | 14              | 3.3                           | 1.0            | 0.038            |
| RP3-410C9.1  | 24              | 3.3                           | 0.8            | 0.011            |
| IGHV1-58     | 34              | 3.3                           | 0.8            | 0.013            |
| IGHV4-55     | 86              | 3.2                           | 0.9            | 0.028            |
| IGHV1-46     | 228             | 3.2                           | 0.8            | 0.022            |
| IGHG3        | 3121            | 3.2                           | 0.9            | 0.038            |
| IGHV5-51     | 553             | 3.1                           | 0.9            | 0.039            |
| IGHV4-61     | 424             | 3.0                           | 0.8            | 0.021            |
| IGKV1-17     | 310             | 3.0                           | 0.8            | 0.020            |
| IGHA2        | 386             | 3.0                           | 0.7            | 0.010            |
| IGHV3-49     | 213             | 3.0                           | 0.6            | 0.000            |
| IGHV3-33     | 538             | 2.9                           | 0.9            | 0.050            |
| IGHV4-28     | 73              | 2.9                           | 0.6            | 0.003            |
| IGHV3-64     | 105             | 2.9                           | 0.9            | 0.043            |
| IGKV1-8      | 3964            | 2.8                           | 0.8            | 0.028            |
| MZB1         | 192             | 2.8                           | 0.8            | 0.039            |
| IGLV3-9      | 81              | 2.7                           | 0.8            | 0.038            |
| IGKV1-5      | 1462            | 2.7                           | 0.8            | 0.032            |
| IGKV3OR2-268 | 21              | 2.7                           | 0.8            | 0.036            |
| PTGDS        | 259             | 2.5                           | 0.3            | 0.000            |
| IGLV2-23     | 552             | 2.5                           | 0.6            | 0.019            |
| VMO1         | 85              | 2.4                           | 0.5            | 0.002            |
| IGLV3-27     | 25              | 2.4                           | 0.6            | 0.020            |
| GJB2         | 18              | 2.4                           | 0.6            | 0.009            |
| RN7SL184P    | 82              | 2.3                           | 0.5            | 0.003            |
| SLC30A8      | 15              | 2.3                           | 0.6            | 0.016            |
| SDC1         | 111             | 2.1                           | 0.4            | 0.002            |
| CD79A        | 72              | 2.1                           | 0.6            | 0.039            |
| IGHA1        | 2940            | 2.1                           | 0.6            | 0.037            |
| OPLAH        | 14              | 2.1                           | 0.6            | 0.046            |

|             |       |     |     |       |
|-------------|-------|-----|-----|-------|
| RASA4B      | 107   | 2.1 | 0.5 | 0.007 |
| FGFR3       | 17    | 1.9 | 0.5 | 0.020 |
| RMRP        | 19929 | 1.9 | 0.5 | 0.016 |
| XCR1        | 34    | 1.8 | 0.4 | 0.011 |
| LAMP5       | 31    | 1.8 | 0.4 | 0.011 |
| ALPL        | 74    | 1.8 | 0.5 | 0.039 |
| NLGN4X      | 220   | 1.8 | 0.4 | 0.010 |
| ODF3B       | 42    | 1.7 | 0.5 | 0.028 |
| RP1-29C18.8 | 27    | 1.7 | 0.5 | 0.028 |
| C7          | 944   | 1.7 | 0.5 | 0.028 |
| SHANK3      | 134   | 1.6 | 0.4 | 0.006 |
| SPAG4       | 28    | 1.6 | 0.4 | 0.020 |
| CNDP1       | 19    | 1.6 | 0.4 | 0.020 |
| FCRL5       | 303   | 1.6 | 0.5 | 0.043 |
| HSH2D       | 78    | 1.5 | 0.4 | 0.015 |
| GNB1L       | 16    | 1.5 | 0.4 | 0.013 |
| SYT7        | 17    | 1.5 | 0.5 | 0.041 |
| FAM69B      | 24    | 1.5 | 0.5 | 0.039 |
| TSPAN11     | 108   | 1.5 | 0.3 | 0.000 |
| RN7SL44P    | 63    | 1.5 | 0.4 | 0.037 |
| AC005757.7  | 12    | 1.5 | 0.4 | 0.025 |
| GRM7        | 19    | 1.5 | 0.4 | 0.039 |
| CKB         | 60    | 1.5 | 0.4 | 0.046 |
| SCAND1      | 35    | 1.5 | 0.4 | 0.041 |
| SPATA2L     | 24    | 1.5 | 0.4 | 0.010 |
| AGRN        | 199   | 1.5 | 0.4 | 0.032 |
| BMPER       | 110   | 1.5 | 0.4 | 0.022 |
| LIPG        | 169   | 1.5 | 0.3 | 0.005 |
| ATP5D       | 74    | 1.4 | 0.4 | 0.022 |
| SH2D3C      | 125   | 1.4 | 0.3 | 0.011 |
| SLC9A3R2    | 149   | 1.4 | 0.4 | 0.022 |
| FAM221B     | 20    | 1.4 | 0.4 | 0.029 |
| RN7SL524P   | 13    | 1.4 | 0.4 | 0.046 |
| AC006538.1  | 16    | 1.4 | 0.4 | 0.035 |
| LAX1        | 135   | 1.4 | 0.4 | 0.019 |
| SIK1        | 32    | 1.4 | 0.4 | 0.043 |
| RN7SL823P   | 47    | 1.4 | 0.4 | 0.041 |
| PRAM1       | 48    | 1.4 | 0.4 | 0.029 |
| RAMP3       | 132   | 1.4 | 0.4 | 0.046 |
| KIF6        | 47    | 1.4 | 0.3 | 0.001 |
| ISG20       | 121   | 1.4 | 0.4 | 0.045 |
| FAAH2       | 17    | 1.4 | 0.4 | 0.038 |
| MED16       | 81    | 1.3 | 0.4 | 0.033 |

|               |     |     |     |       |
|---------------|-----|-----|-----|-------|
| DAGLA         | 55  | 1.3 | 0.4 | 0.028 |
| RN7SL635P     | 96  | 1.3 | 0.4 | 0.033 |
| GGT5          | 183 | 1.3 | 0.3 | 0.003 |
| ZBTB46        | 110 | 1.3 | 0.2 | 0.000 |
| AC017006.3    | 15  | 1.3 | 0.4 | 0.028 |
| P2RX1         | 44  | 1.3 | 0.3 | 0.002 |
| RAVER1        | 82  | 1.3 | 0.4 | 0.039 |
| TP63          | 62  | 1.3 | 0.3 | 0.022 |
| FER1L4        | 74  | 1.3 | 0.4 | 0.032 |
| ZAP70         | 70  | 1.3 | 0.3 | 0.020 |
| HYAL2         | 474 | 1.3 | 0.3 | 0.025 |
| C22orf34      | 44  | 1.3 | 0.3 | 0.019 |
| APOBR         | 118 | 1.3 | 0.4 | 0.034 |
| ZNF467        | 27  | 1.2 | 0.4 | 0.042 |
| CARD9         | 43  | 1.2 | 0.3 | 0.021 |
| SMPD3         | 21  | 1.2 | 0.3 | 0.010 |
| HIST1H4J      | 728 | 1.2 | 0.4 | 0.046 |
| TRABD         | 87  | 1.2 | 0.3 | 0.003 |
| L1TD1         | 23  | 1.2 | 0.4 | 0.038 |
| SIGIRR        | 70  | 1.2 | 0.3 | 0.014 |
| ZNF414        | 36  | 1.2 | 0.3 | 0.031 |
| LIF           | 38  | 1.2 | 0.4 | 0.046 |
| C19orf24      | 32  | 1.2 | 0.3 | 0.037 |
| HMHA1         | 343 | 1.2 | 0.2 | 0.001 |
| CCDC88B       | 147 | 1.2 | 0.3 | 0.017 |
| C14orf80      | 37  | 1.2 | 0.3 | 0.025 |
| HDAC10        | 55  | 1.2 | 0.3 | 0.010 |
| ITGB4         | 167 | 1.2 | 0.3 | 0.021 |
| RP11-551L14.1 | 18  | 1.2 | 0.4 | 0.047 |
| ORAI1         | 82  | 1.2 | 0.3 | 0.011 |
| TCIRG1        | 420 | 1.2 | 0.3 | 0.029 |
| POLD1         | 77  | 1.2 | 0.2 | 0.002 |
| ARHGAP4       | 273 | 1.2 | 0.2 | 0.003 |
| GFRA2         | 59  | 1.1 | 0.3 | 0.034 |
| LTB           | 30  | 1.1 | 0.3 | 0.042 |
| ADAMTSL2      | 50  | 1.1 | 0.3 | 0.015 |
| KB-1980E6.2   | 21  | 1.1 | 0.3 | 0.037 |
| SIRT6         | 45  | 1.1 | 0.3 | 0.041 |
| RASA4         | 535 | 1.1 | 0.3 | 0.028 |
| PATL2         | 47  | 1.1 | 0.3 | 0.039 |
| SPPL2B        | 74  | 1.1 | 0.3 | 0.036 |
| FCHO1         | 54  | 1.1 | 0.2 | 0.000 |

|               |      |     |     |       |
|---------------|------|-----|-----|-------|
| ADAMTS4       | 246  | 1.1 | 0.3 | 0.028 |
| RP11-78F17.1  | 30   | 1.1 | 0.3 | 0.045 |
| GALK1         | 51   | 1.1 | 0.3 | 0.020 |
| FES           | 213  | 1.1 | 0.2 | 0.002 |
| SHISA2        | 23   | 1.1 | 0.3 | 0.038 |
| LTB4R2        | 21   | 1.1 | 0.3 | 0.041 |
| CEP131        | 34   | 1.1 | 0.3 | 0.045 |
| BOP1          | 68   | 1.1 | 0.3 | 0.010 |
| LLGL2         | 47   | 1.1 | 0.3 | 0.029 |
| ABCA7         | 86   | 1.1 | 0.3 | 0.029 |
| FAM195A       | 42   | 1.1 | 0.3 | 0.025 |
| NOC4L         | 25   | 1.1 | 0.3 | 0.034 |
| IKBKE         | 143  | 1.1 | 0.3 | 0.043 |
| PASK          | 78   | 1.1 | 0.2 | 0.001 |
| HIST1H1E      | 731  | 1.0 | 0.3 | 0.028 |
| ADCY4         | 161  | 1.0 | 0.2 | 0.001 |
| SH3BP1        | 207  | 1.0 | 0.3 | 0.011 |
| ATP2A3        | 323  | 1.0 | 0.3 | 0.019 |
| RLTPR         | 22   | 1.0 | 0.3 | 0.029 |
| NDRG4         | 101  | 1.0 | 0.3 | 0.036 |
| FCRL2         | 30   | 1.0 | 0.3 | 0.046 |
| NPDC1         | 116  | 1.0 | 0.3 | 0.016 |
| MIAT          | 287  | 1.0 | 0.3 | 0.036 |
| WDR24         | 38   | 1.0 | 0.3 | 0.046 |
| DOK3          | 139  | 1.0 | 0.3 | 0.037 |
| ESR2          | 21   | 1.0 | 0.3 | 0.041 |
| CLNK          | 34   | 1.0 | 0.3 | 0.043 |
| ZBTB17        | 116  | 1.0 | 0.2 | 0.012 |
| H1FX          | 176  | 1.0 | 0.3 | 0.028 |
| LRCH4         | 186  | 1.0 | 0.2 | 0.006 |
| EXOSC5        | 40   | 1.0 | 0.3 | 0.020 |
| CORO1A        | 539  | 1.0 | 0.3 | 0.041 |
| CACNA1D       | 36   | 1.0 | 0.3 | 0.042 |
| CRTAC1        | 1668 | 1.0 | 0.3 | 0.023 |
| SNORD118      | 39   | 1.0 | 0.3 | 0.038 |
| ACAP1         | 161  | 1.0 | 0.2 | 0.000 |
| CSK           | 469  | 1.0 | 0.3 | 0.039 |
| KMT2B         | 261  | 1.0 | 0.2 | 0.009 |
| ADAMTSL4      | 198  | 1.0 | 0.3 | 0.037 |
| RP11-902B17.1 | 36   | 1.0 | 0.3 | 0.037 |
| TP53I13       | 82   | 1.0 | 0.3 | 0.024 |
| MYH3          | 90   | 1.0 | 0.2 | 0.020 |
| C15orf39      | 233  | 0.9 | 0.2 | 0.015 |

|            |       |     |     |       |
|------------|-------|-----|-----|-------|
| TICAM1     | 69    | 0.9 | 0.2 | 0.014 |
| NCF1B      | 72    | 0.9 | 0.3 | 0.031 |
| TONSL      | 48    | 0.9 | 0.3 | 0.041 |
| RPLPOP2    | 49    | 0.9 | 0.3 | 0.042 |
| SH3BP2     | 1145  | 0.9 | 0.2 | 0.011 |
| AC007308.6 | 30    | 0.9 | 0.3 | 0.049 |
| SELO       | 55    | 0.9 | 0.2 | 0.028 |
| DCN        | 10607 | 0.9 | 0.3 | 0.043 |
| FHDC1      | 47    | 0.9 | 0.2 | 0.020 |
| FMNL1      | 627   | 0.9 | 0.2 | 0.016 |
| ABHD17A    | 111   | 0.9 | 0.3 | 0.047 |
| PSD4       | 570   | 0.9 | 0.2 | 0.010 |
| MFSD10     | 87    | 0.9 | 0.3 | 0.046 |
| GPR132     | 120   | 0.9 | 0.2 | 0.033 |
| SPN        | 354   | 0.9 | 0.2 | 0.028 |
| RNF44      | 223   | 0.9 | 0.1 | 0.000 |
| CLSTN3     | 187   | 0.9 | 0.2 | 0.030 |
| KLF16      | 80    | 0.9 | 0.2 | 0.027 |
| E4F1       | 80    | 0.8 | 0.2 | 0.038 |
| LYL1       | 74    | 0.8 | 0.3 | 0.042 |
| DGKZ       | 422   | 0.8 | 0.2 | 0.039 |
| C10orf54   | 677   | 0.8 | 0.3 | 0.046 |
| RN7SL144P  | 235   | 0.8 | 0.3 | 0.047 |
| EPN1       | 254   | 0.8 | 0.2 | 0.039 |
| SH3TC1     | 254   | 0.8 | 0.2 | 0.037 |
| ST3GAL2    | 456   | 0.8 | 0.2 | 0.010 |
| KIFC3      | 286   | 0.8 | 0.2 | 0.039 |
| WDR81      | 314   | 0.8 | 0.2 | 0.038 |
| MBD3       | 154   | 0.8 | 0.2 | 0.039 |
| C17orf70   | 97    | 0.8 | 0.2 | 0.029 |
| TECPR1     | 252   | 0.8 | 0.2 | 0.019 |
| WAS        | 295   | 0.8 | 0.2 | 0.041 |
| IKBKG      | 117   | 0.8 | 0.2 | 0.034 |
| UNC13D     | 220   | 0.8 | 0.2 | 0.039 |
| UBXN11     | 123   | 0.8 | 0.2 | 0.038 |
| PSTPIP1    | 129   | 0.8 | 0.2 | 0.039 |
| ATG16L2    | 308   | 0.8 | 0.2 | 0.022 |
| CSF1R      | 3391  | 0.8 | 0.2 | 0.029 |
| FUOM       | 70    | 0.8 | 0.2 | 0.020 |
| PHRF1      | 213   | 0.8 | 0.2 | 0.010 |
| ARHGAP27   | 316   | 0.8 | 0.2 | 0.039 |
| SEC31B     | 135   | 0.8 | 0.2 | 0.016 |
| ABCA6      | 740   | 0.8 | 0.2 | 0.020 |

|               |     |     |     |       |
|---------------|-----|-----|-----|-------|
| CTDP1         | 159 | 0.8 | 0.2 | 0.017 |
| ZNF219        | 73  | 0.8 | 0.2 | 0.045 |
| FURIN         | 513 | 0.8 | 0.2 | 0.038 |
| WDR4          | 49  | 0.7 | 0.2 | 0.039 |
| RASAL3        | 125 | 0.7 | 0.2 | 0.041 |
| RHOF          | 153 | 0.7 | 0.2 | 0.025 |
| RASGRP4       | 118 | 0.7 | 0.2 | 0.044 |
| BMP1          | 298 | 0.7 | 0.2 | 0.019 |
| PIEZO1        | 438 | 0.7 | 0.2 | 0.014 |
| LAT           | 123 | 0.7 | 0.2 | 0.010 |
| KIF21B        | 203 | 0.7 | 0.2 | 0.049 |
| RHBDD3        | 55  | 0.7 | 0.2 | 0.035 |
| CORO7         | 264 | 0.7 | 0.2 | 0.045 |
| MYO15B        | 244 | 0.7 | 0.2 | 0.035 |
| ARID3A        | 148 | 0.7 | 0.2 | 0.044 |
| ZNF646        | 267 | 0.7 | 0.2 | 0.038 |
| RPH3AL        | 50  | 0.7 | 0.2 | 0.048 |
| PTOV1         | 259 | 0.7 | 0.2 | 0.037 |
| NCKAP5L       | 280 | 0.7 | 0.2 | 0.028 |
| KIAA1217      | 460 | 0.7 | 0.2 | 0.041 |
| MAP4K1        | 151 | 0.7 | 0.2 | 0.011 |
| LLGL1         | 183 | 0.7 | 0.2 | 0.020 |
| DDX11         | 190 | 0.7 | 0.2 | 0.041 |
| MBD6          | 190 | 0.7 | 0.2 | 0.032 |
| KDM4B         | 267 | 0.6 | 0.2 | 0.041 |
| SEMA4D        | 549 | 0.6 | 0.2 | 0.044 |
| RXRA          | 695 | 0.6 | 0.2 | 0.039 |
| MAP3K14       | 226 | 0.6 | 0.2 | 0.035 |
| PARVG         | 646 | 0.6 | 0.2 | 0.039 |
| C1orf186      | 65  | 0.6 | 0.2 | 0.028 |
| ANKRD13D      | 245 | 0.6 | 0.2 | 0.042 |
| PTK2B         | 736 | 0.6 | 0.2 | 0.026 |
| DAGLB         | 264 | 0.6 | 0.1 | 0.003 |
| ORAI2         | 462 | 0.6 | 0.1 | 0.005 |
| DENND4B       | 437 | 0.6 | 0.2 | 0.030 |
| SPG7          | 508 | 0.6 | 0.2 | 0.037 |
| CDK10         | 226 | 0.6 | 0.2 | 0.037 |
| TRMT1         | 106 | 0.6 | 0.2 | 0.036 |
| UCKL1         | 122 | 0.5 | 0.1 | 0.022 |
| RNF31         | 238 | 0.5 | 0.1 | 0.020 |
| TRIM8         | 754 | 0.5 | 0.2 | 0.039 |
| CTD-3074O7.12 | 102 | 0.5 | 0.2 | 0.033 |
| MSH5          | 141 | 0.5 | 0.2 | 0.042 |

|          |      |      |     |       |
|----------|------|------|-----|-------|
| GIGYF1   | 339  | 0.5  | 0.2 | 0.039 |
| AMPD2    | 356  | 0.5  | 0.1 | 0.022 |
| MZF1     | 117  | 0.5  | 0.2 | 0.041 |
| APBB3    | 144  | 0.5  | 0.1 | 0.047 |
| NOMO2    | 1667 | 0.5  | 0.1 | 0.038 |
| NLRP1    | 960  | 0.4  | 0.1 | 0.034 |
| IKBKB    | 969  | 0.4  | 0.1 | 0.029 |
| PPIL2    | 406  | 0.4  | 0.1 | 0.034 |
| DDX6     | 6598 | -0.2 | 0.1 | 0.042 |
| C16orf72 | 5939 | -0.3 | 0.1 | 0.045 |
| WAC      | 3282 | -0.3 | 0.1 | 0.019 |
| TTC37    | 3928 | -0.3 | 0.1 | 0.046 |
| SKIV2L2  | 1829 | -0.3 | 0.1 | 0.020 |
| DIAPH2   | 2389 | -0.3 | 0.1 | 0.009 |
| CTNNA1   | 5876 | -0.3 | 0.1 | 0.034 |
| TP53BP2  | 1387 | -0.3 | 0.1 | 0.038 |
| CD46     | 5555 | -0.3 | 0.1 | 0.038 |
| RTF1     | 1030 | -0.3 | 0.1 | 0.039 |
| LONP2    | 2413 | -0.3 | 0.1 | 0.039 |
| PDHA1    | 596  | -0.3 | 0.1 | 0.047 |
| MTR      | 2724 | -0.3 | 0.1 | 0.038 |
| MUT      | 779  | -0.3 | 0.1 | 0.018 |
| RAB3GAP1 | 2473 | -0.3 | 0.1 | 0.046 |
| ZNF654   | 909  | -0.3 | 0.1 | 0.048 |
| TMEM245  | 2785 | -0.3 | 0.1 | 0.028 |
| PTGES3   | 4460 | -0.3 | 0.1 | 0.038 |
| DYNC1I2  | 2773 | -0.3 | 0.1 | 0.046 |
| HIVEP2   | 2160 | -0.3 | 0.1 | 0.030 |
| PIP4K2C  | 519  | -0.3 | 0.1 | 0.023 |
| TOMM70A  | 1697 | -0.3 | 0.1 | 0.047 |
| SOCS5    | 1539 | -0.3 | 0.1 | 0.045 |
| PMPCB    | 989  | -0.3 | 0.1 | 0.043 |
| CCDC6    | 2970 | -0.3 | 0.1 | 0.033 |
| ATG14    | 722  | -0.3 | 0.1 | 0.016 |
| LRPPRC   | 2642 | -0.3 | 0.1 | 0.048 |
| VPS45    | 870  | -0.4 | 0.1 | 0.039 |
| VKORC1L1 | 1075 | -0.4 | 0.1 | 0.031 |
| SEPT11   | 4289 | -0.4 | 0.1 | 0.034 |
| DTWD1    | 804  | -0.4 | 0.1 | 0.045 |
| LTN1     | 2312 | -0.4 | 0.1 | 0.028 |
| OPTN     | 2500 | -0.4 | 0.1 | 0.041 |
| ANXA11   | 2975 | -0.4 | 0.1 | 0.037 |
| ZBTB41   | 1816 | -0.4 | 0.1 | 0.039 |

|          |       |      |     |       |
|----------|-------|------|-----|-------|
| ARHGAP12 | 1937  | -0.4 | 0.1 | 0.039 |
| KIAA0232 | 2021  | -0.4 | 0.1 | 0.044 |
| KIFAP3   | 1246  | -0.4 | 0.1 | 0.035 |
| APOOL    | 844   | -0.4 | 0.1 | 0.042 |
| DDX1     | 1901  | -0.4 | 0.1 | 0.028 |
| PLEKHA1  | 2154  | -0.4 | 0.1 | 0.029 |
| LYRM4    | 433   | -0.4 | 0.1 | 0.046 |
| MSH6     | 1014  | -0.4 | 0.1 | 0.039 |
| ARMC9    | 533   | -0.4 | 0.1 | 0.046 |
| MMGT1    | 1588  | -0.4 | 0.1 | 0.033 |
| SLC39A6  | 1712  | -0.4 | 0.1 | 0.044 |
| VEZT     | 1834  | -0.4 | 0.1 | 0.019 |
| CYB5R1   | 825   | -0.4 | 0.1 | 0.012 |
| PJA2     | 8874  | -0.4 | 0.1 | 0.016 |
| IARS2    | 1902  | -0.4 | 0.1 | 0.045 |
| ESYT2    | 5953  | -0.4 | 0.1 | 0.041 |
| KCTD2    | 615   | -0.4 | 0.1 | 0.043 |
| GINM1    | 1503  | -0.4 | 0.1 | 0.040 |
| HIBADH   | 581   | -0.4 | 0.1 | 0.042 |
| RAB22A   | 2324  | -0.4 | 0.1 | 0.039 |
| MCU      | 628   | -0.4 | 0.1 | 0.038 |
| COPS4    | 799   | -0.4 | 0.1 | 0.039 |
| RRM1     | 804   | -0.4 | 0.1 | 0.039 |
| HCFC2    | 1301  | -0.4 | 0.1 | 0.016 |
| ANKMY2   | 475   | -0.4 | 0.1 | 0.020 |
| ZNF569   | 288   | -0.4 | 0.1 | 0.038 |
| SCRN1    | 2403  | -0.4 | 0.1 | 0.029 |
| ATP6V1E1 | 1875  | -0.4 | 0.1 | 0.044 |
| DDHD2    | 1309  | -0.4 | 0.1 | 0.025 |
| FSTL1    | 16252 | -0.4 | 0.1 | 0.007 |
| PAPD5    | 656   | -0.4 | 0.1 | 0.039 |
| SPIN1    | 3015  | -0.4 | 0.1 | 0.029 |
| LMBRD2   | 1411  | -0.4 | 0.1 | 0.023 |
| VDAC2    | 1809  | -0.4 | 0.1 | 0.040 |
| ANKRD50  | 2010  | -0.5 | 0.1 | 0.039 |
| SLC35F5  | 3362  | -0.5 | 0.1 | 0.003 |
| KIF13A   | 3298  | -0.5 | 0.1 | 0.041 |
| RSU1     | 2560  | -0.5 | 0.1 | 0.037 |
| TMBIM1   | 4308  | -0.5 | 0.1 | 0.028 |
| IPP      | 296   | -0.5 | 0.1 | 0.043 |
| HSDL2    | 1501  | -0.5 | 0.1 | 0.042 |
| ZNF232   | 115   | -0.5 | 0.1 | 0.038 |
| TRAK2    | 4410  | -0.5 | 0.1 | 0.039 |

|           |       |      |     |       |
|-----------|-------|------|-----|-------|
| HIPK3     | 10020 | -0.5 | 0.1 | 0.034 |
| KDELC2    | 2123  | -0.5 | 0.1 | 0.038 |
| SETD8     | 694   | -0.5 | 0.1 | 0.038 |
| GTDC1     | 957   | -0.5 | 0.1 | 0.039 |
| RAB6A     | 4236  | -0.5 | 0.1 | 0.038 |
| AK3       | 1626  | -0.5 | 0.1 | 0.029 |
| ARHGAP5   | 5850  | -0.5 | 0.1 | 0.039 |
| ARMCX6    | 371   | -0.5 | 0.1 | 0.040 |
| BTBD10    | 978   | -0.5 | 0.1 | 0.036 |
| ANO6      | 6337  | -0.5 | 0.1 | 0.028 |
| SEC22A    | 508   | -0.5 | 0.2 | 0.046 |
| CCND2     | 5655  | -0.5 | 0.2 | 0.045 |
| ACAT1     | 824   | -0.5 | 0.1 | 0.010 |
| CCND1     | 4017  | -0.5 | 0.1 | 0.020 |
| FAM63B    | 3023  | -0.5 | 0.1 | 0.019 |
| C12orf29  | 589   | -0.5 | 0.1 | 0.013 |
| SERINC1   | 12223 | -0.5 | 0.1 | 0.017 |
| GBE1      | 1890  | -0.5 | 0.1 | 0.020 |
| HSDL1     | 452   | -0.5 | 0.1 | 0.016 |
| RNF14     | 1671  | -0.5 | 0.2 | 0.037 |
| PCGF5     | 10647 | -0.5 | 0.2 | 0.043 |
| ATL3      | 11471 | -0.5 | 0.1 | 0.020 |
| MGST3     | 1639  | -0.5 | 0.2 | 0.035 |
| PGRMC1    | 1723  | -0.5 | 0.1 | 0.010 |
| FAM213A   | 918   | -0.5 | 0.1 | 0.007 |
| ITGB1     | 37950 | -0.5 | 0.2 | 0.041 |
| ENDOD1    | 2720  | -0.5 | 0.1 | 0.020 |
| PRKAB2    | 1051  | -0.6 | 0.1 | 0.000 |
| ATL1      | 285   | -0.6 | 0.2 | 0.037 |
| CLIC4     | 22740 | -0.6 | 0.1 | 0.022 |
| AVEN      | 350   | -0.6 | 0.1 | 0.022 |
| ARMCX1    | 822   | -0.6 | 0.2 | 0.047 |
| HTRA1     | 7909  | -0.6 | 0.2 | 0.036 |
| NIPSNAP3A | 953   | -0.6 | 0.2 | 0.045 |
| PRMT5     | 545   | -0.6 | 0.2 | 0.039 |
| ADH5      | 3746  | -0.6 | 0.2 | 0.020 |
| ACTR10    | 1214  | -0.6 | 0.1 | 0.016 |
| RASSF3    | 3875  | -0.6 | 0.2 | 0.038 |
| NEK7      | 6445  | -0.6 | 0.2 | 0.037 |
| METTL18   | 183   | -0.6 | 0.2 | 0.040 |
| GNG12     | 6090  | -0.6 | 0.2 | 0.020 |
| FOXL1     | 283   | -0.6 | 0.2 | 0.031 |
| PRSS23    | 6124  | -0.6 | 0.2 | 0.046 |

|               |       |      |     |       |
|---------------|-------|------|-----|-------|
| BMPR1A        | 2601  | -0.6 | 0.2 | 0.046 |
| TGFB2         | 729   | -0.6 | 0.2 | 0.041 |
| TUBA1B        | 14288 | -0.7 | 0.1 | 0.002 |
| HAPLN1        | 1071  | -0.7 | 0.2 | 0.050 |
| SLC41A2       | 1843  | -0.7 | 0.2 | 0.030 |
| WHAMMP3       | 397   | -0.7 | 0.2 | 0.003 |
| ZNF239        | 68    | -0.7 | 0.2 | 0.041 |
| RP11-400K9.4  | 407   | -0.7 | 0.2 | 0.040 |
| DSCC1         | 80    | -0.8 | 0.2 | 0.020 |
| SGCE          | 651   | -0.8 | 0.2 | 0.022 |
| PNMA2         | 776   | -0.8 | 0.2 | 0.000 |
| ERP27         | 88    | -0.8 | 0.2 | 0.038 |
| XG            | 239   | -0.8 | 0.2 | 0.038 |
| BVES          | 293   | -0.8 | 0.2 | 0.019 |
| GLDN          | 1044  | -0.8 | 0.2 | 0.020 |
| ADSSL1        | 202   | -0.9 | 0.3 | 0.030 |
| BMPR1APS2     | 62    | -0.9 | 0.3 | 0.023 |
| GTF2H2B       | 212   | -1.0 | 0.3 | 0.033 |
| KIAA0408      | 97    | -1.0 | 0.2 | 0.014 |
| AC093616.4    | 105   | -1.0 | 0.3 | 0.020 |
| GRHL2         | 74    | -1.0 | 0.2 | 0.000 |
| CTD-3092A11.1 | 219   | -1.0 | 0.2 | 0.002 |
| CATSPERB      | 91    | -1.0 | 0.3 | 0.046 |
| CKMT2         | 88    | -1.0 | 0.3 | 0.039 |
| TMSB15B       | 87    | -1.0 | 0.3 | 0.041 |
| PGBD3         | 127   | -1.1 | 0.3 | 0.037 |
| CRYZ          | 920   | -1.1 | 0.2 | 0.000 |
| HTR2B         | 424   | -1.2 | 0.3 | 0.037 |
| AURKC         | 14    | -1.2 | 0.4 | 0.042 |
| ADORA3        | 787   | -1.4 | 0.3 | 0.013 |
| AJAP1         | 40    | -1.6 | 0.4 | 0.025 |
| RP11-65I12.1  | 162   | -1.7 | 0.4 | 0.019 |
| PAX8-AS1      | 364   | -1.8 | 0.5 | 0.039 |
| RP11-632K20.2 | 102   | -1.8 | 0.4 | 0.001 |
| LRRC39        | 84    | -1.9 | 0.4 | 0.001 |
| INTS4L1       | 17    | -2.3 | 0.7 | 0.044 |
| RPL3P4        | 94    | -3.1 | 0.8 | 0.019 |
| MTRNR2L13     | 106   | -3.2 | 1.0 | 0.043 |

**Supplemental Figure 1. Comparison of Log<sub>2</sub>(Fold Change) values from the RNA-Seq analysis and PCR measurement of randomly selected transcripts.** Selected transcripts (n = 25) identified in the DEGs were measured in additional CEA samples using droplet digital PCR and the log<sub>2</sub> (Fold Change) was compared to that observed in the DEG analysis. A minimum of 5 samples / group were used with some targets being measured in up to 16 samples / group.

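The labels of Supplemental Figure 1 name 31 transcripts, of which 30 had values in the RNA-Seq files and 29 passed edgeR's filter on low counts. In the 5 asymptomatic and 6 recently ruptured RNA-Seq samples, 19 of the 29 had a higher and 10 a lower estimate in recently ruptured plaques, with log2 fold changes from -1.15 to 2.67. An unadjusted p-value under 0.05 was reached by 18 in edgeR, and 1 (*PTGDS*) passed after adjustment. Of the 30 with values, DESeq2 with gene lengths called 15, among them *CD177*, which did not pass edgeR's filter. The droplet digital PCR, which counts target molecules by dividing a sample into droplets, was run on additional plaques and was not analysed here.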

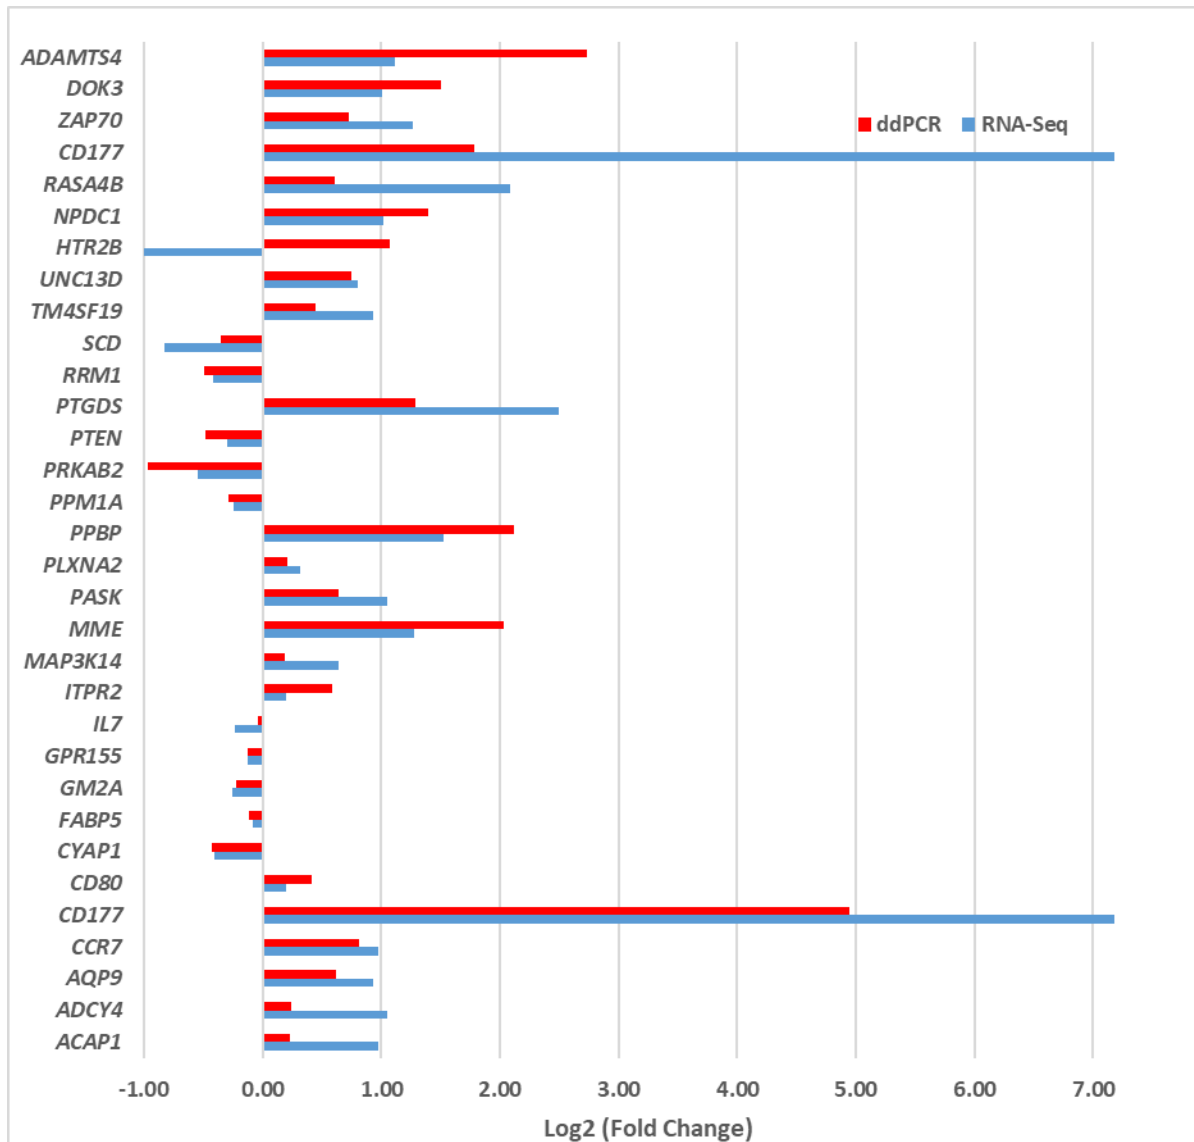

**Supplemental Figure 2.** Hierarchical clustering identifies groups of co-expressed transcripts that distinguish recently ruptured plaques from asymptomatic plaques. Clustering of the top 400 transcripts in carotid plaques differentiates between asymptomatic and recently ruptured plaques. Bars adjacent to the cluster indicate locations of transcripts associated with B-cell function (green), metalloproteinases (blue), and interferon responses (red). Note: this is the same figure as Figure 1 in the manuscript, but it includes the transcript names.

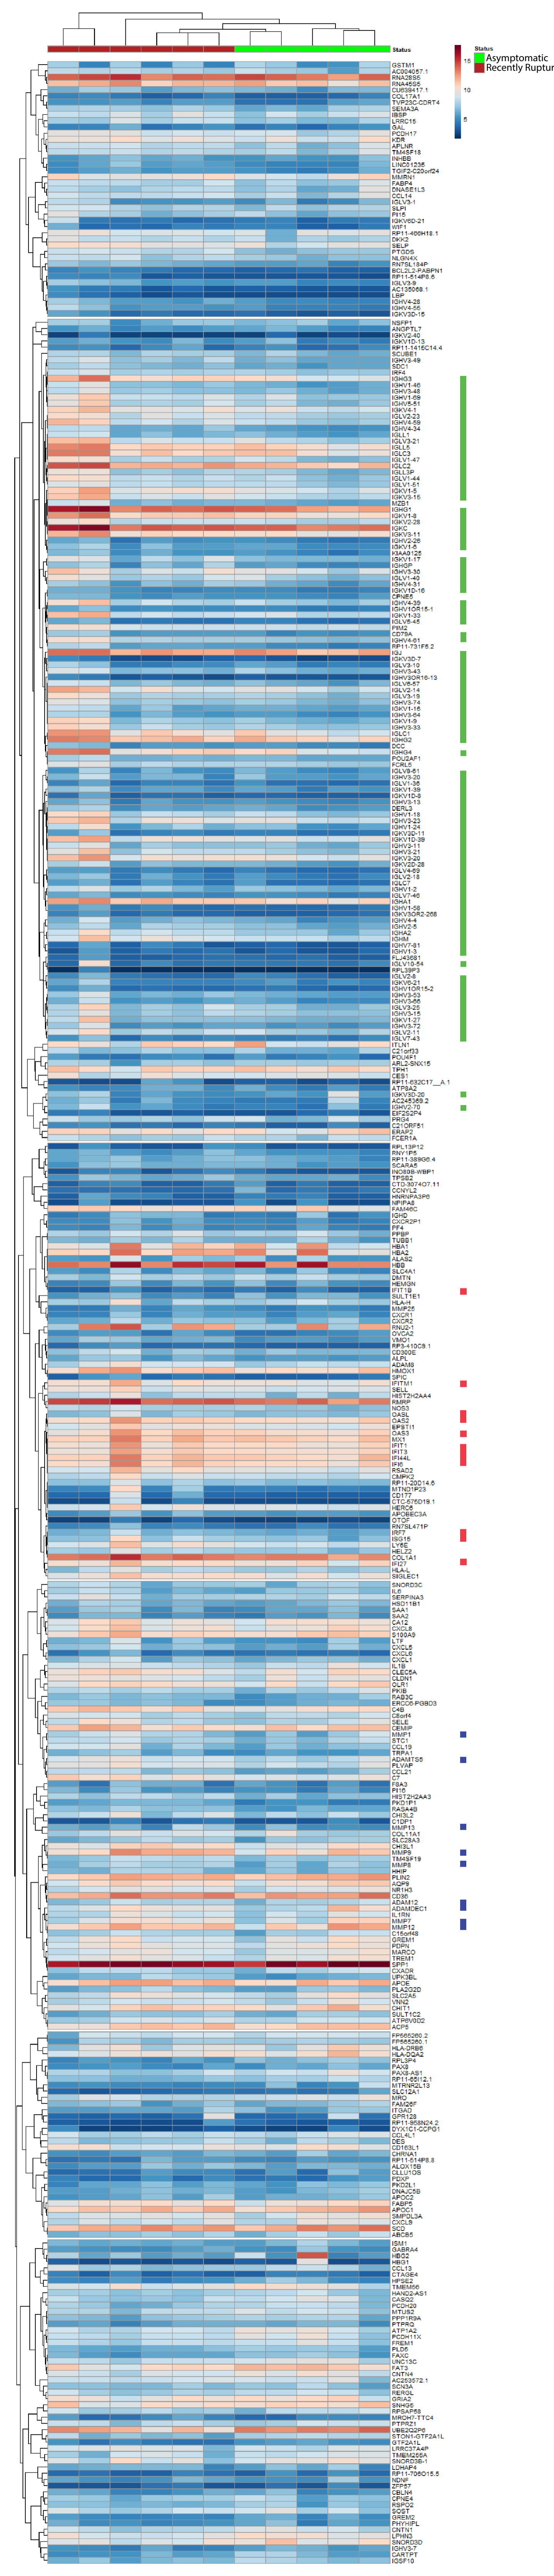

**Supplement:** Supplementary file 1 — Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

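RNA-Seq was performed by the authors on carotid plaques of 5 asymptomatic and 6 recently ruptured patients, with 1 library per plaque. The samples were assigned to these groups and given replicate numbers from the sample labels. Replicate numbers belong to different donors and do not pair the samples.

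The authors deposited expected counts (RSEM estimates of the number of reads per gene symbol) for each sample, without normalization, together with an effective length in bases for each gene. According to the methods, libraries were stranded and ribosomal RNA was depleted, reads were aligned to hg19 with Novoalign and TopHat, FPKM values were generated with SAMMate, and abundance estimates were imported with tximport for DESeq2. The methods do not name RSEM or the annotation; the transcript identifiers in the deposited expected count files are Ensembl identifiers. RSEM divides reads between similar transcripts by their estimated abundance, so values of near-identical genes, such as the immunoglobulin genes and the *RASA4* pair, depend on that division. No FPKM value of the authors was used here.

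Expected counts were rounded to whole numbers. Total counts per sample lay between 22152629 and 36695936, and 3 counts, the smallest signal taken as detectable, corresponded to 0.0818 to 0.135 CPM depending on the sample. Gene coordinates and GC content were taken by transcript identifier from the GENCODE annotation of GRCh37; GC content was available for 54680 of the 56650 listed symbols.

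The test of differential expression fixed before the data were examined was edgeR's quasi-likelihood test (edgeR 4.0.16, robust estimation, TMM normalization, edgeR's filter on low counts, 19280 genes) with Benjamini-Hochberg adjustment and a threshold of 0.05. This test reports no standard error. Those given for edgeR are the size of the log2 fold change divided by the square root of the test's F statistic. They are approximate and are not computed as DESeq2's standard errors are. DESeq2 (1.42.0) with gene lengths as offsets was one of the alternatives, chosen because the paper names DESeq2 after tximport. The paper's criterion was an adjusted p under 0.05 with a fold change over 2. The other alternatives were DESeq2 with size factors, limma (3.58.1) voom with sample quality weights, other filters and normalizations, gene lengths in edgeR, the form of library identifier as a covariate, the replicate number as a block, a loess correction of each library for GC content (span 0.3), immunoglobulin genes left out, a threshold on the fold change of 2, and each sample left out in turn. Alternatives to the DESeq2 count itself, edgeR without robust estimation, the count of genes with an unadjusted p under 0.05, the PCA within the identifier forms and with the form removed, the permutations within the forms, the blocked gene set scores and the alternatives of the 4 marker scores were added after the data were seen. Calculations used R 4.3.3 and Python 3.11.15.

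PCA used DESeq2's blind variance-stabilizing transformation with gene lengths on the 1750 most variable genes, centred and not scaled. Samples were clustered on the 400 most variable genes with Euclidean distances and complete linkage. Gene set scores were the mean of centred log2 CPM (prior count 2) over the genes of a set that passed the filter, for 10 sets: immunoglobulin genes by symbol, the metalloproteinases, interferon response genes and cytokines that the paper names, and sets for smooth muscle contraction, lipoprotein clearance and remodeling, B cells, plasma cells, neutrophils and erythroid cells listed before the data were examined. Groups were compared by exact permutation tests over the 462 splits of the 11 samples, two-sided, and correlations by 100000 permutations.

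Genes named in the text were fixed in advance as every gene that the paper names in Table 2 and its results, *IGHM*, and up to 5 genes in each direction with the smallest p among those past the threshold in edgeR; *SPAG4* was named after its value was seen. Other immunoglobulin constant genes are given as members of that family. *CXCL6* has no complete range over the fits that left out samples, since the filter removed it in some of them.

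The statistical steps were tested on simulated data made from the counts of the 11 samples with 100 genes changed 4-fold and 100 changed 2-fold among 19280. edgeR called 93 and 59 of these with 7 unchanged genes among 159 calls, DESeq2 with gene lengths called 96 and 74 with 49 unchanged genes among 219 calls, and limma voom called 92 and 56 with 9 unchanged genes among 157 calls. With no gene changed, the numbers called were 0, 17 and 0. The simulated counts carried no effect of gene length, while DESeq2 still used the gene lengths of the real samples as offsets. Its calls of unchanged genes may come in part from these offsets. The simulation therefore cannot rank DESeq2 against the other methods on such calls.

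The PANTHER gene ontology enrichment, the droplet digital PCR measurements and the comparison with an earlier list of 27 genes were not analysed here. Clinical data of single patients were not used.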

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

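The tests of the library measures and of recently ruptured replicate 1 given here were chosen after the results were seen. In 130 groups of values (gene set scores, library measures and CPM of named genes, each in 1 group of samples), 6 groups had a sample whose gap to its nearest neighbour was large against the range of the group by Dixon's criterion, where chance alone gives 6.5. The 6 are therefore no more than chance gives, and each is listed with its value.

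The score of B cell marker genes was 0.54 in asymptomatic replicate 3, where the nearest asymptomatic sample had -0.45. *ISG15* in asymptomatic replicate 2 was 0.395 CPM against a nearest value of 2.64 CPM, and *IGHM* in the same sample was 2.73 CPM against 7.70 CPM. *PTGDS* in asymptomatic replicate 1 was 1.03 CPM against 2.53 CPM. No biological explanation was tested for these single values, since nothing in the design sets one asymptomatic sample apart from another, and no technical explanation was tested for them beyond the effect of leaving the sample out. Leaving out asymptomatic replicate 1 left *PTGDS* as the 1 gene past the threshold in edgeR.

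In recently ruptured replicate 1, *MMP7* was 2.38 CPM against a nearest value of 16.9 CPM and *MMP8* was 1.94 CPM against 6.46 CPM. The same sample is the one whose omission raised the number of genes past the edgeR threshold from 1 to 302, all 302 with the same direction when it was kept; 299 of them were also called by limma voom with all samples and 115 by DESeq2 with gene lengths. A candidate explanation is a library of lower quality, and limma voom's sample quality weight was 0.460 for it, the lowest of the 11. That weight measures the same deviation from the group, however, so it cannot separate a poor library from a plaque that differs, and recently ruptured replicate 6 had nearly the same weight (0.479) without such an effect when left out. A mislabelled sample was weighed by its correlations over the 1750 most variable genes: the correlation with the asymptomatic mean minus the correlation with the mean of the other recently ruptured samples was -0.19. Centring each gene over all samples lowers this value whatever the label, so it cannot decide. Set against the axis between the means of the other samples of each group, the sample had a correlation of 0.10, on the recently ruptured side, but only 8 of the 11 samples lay on their own side, so this does not decide either. Other values speak against a mislabelled sample. Its score on the first component, computed without the labels, was 24.5, where the asymptomatic samples had -28.5 to -5.52 and only recently ruptured replicate 4 was higher. *PTGDS*, past the edgeR threshold also with the sample left out (adjusted p = 0.0478), was 15.3 CPM in it against 1.03 to 3.11 CPM in the asymptomatic samples. A library of lower quality remains possible, and the values cannot be told apart from it.

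Small structural RNAs that the paper does not discuss, the signal recognition particle RNA (7SL) and 7SK, took 12.5% ± 3.0 (SD, n = 6) of all counts in recently ruptured samples and 8.49% ± 2.77 (SD, n = 5) in asymptomatic samples, a difference of 3.98 percentage points (exact permutation test, two-sided, p = 0.0498). Within the forms of library identifier the difference was 6.71 in the first and 0.699 in the second. Adjusted for the form it was 3.55, so the form alone does not account for its size, but status permuted within the forms gave an exact permutation p of 0.133 over 150 arrangements. A library batch may therefore contribute, and a contribution of that kind cannot be told apart here.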

How the results depend on the processing

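Alternatives to the DESeq2 count, the count of genes with an unadjusted p under 0.05, the blocked gene set scores and the alternatives of the 4 marker scores were chosen after seeing the data. So were edgeR without robust estimation, the PCA within the identifier forms and with the form removed, and the permutations within the forms. The other alternatives were set before the data were examined. For the results that changed, the cause was not tested unless a cause is named.

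The number of genes past the adjusted threshold was 1 in edgeR, 1 higher and 0 lower. DESeq2 gave 769 (441 higher, 328 lower) with size factors and 419 (260 higher, 159 lower) with gene lengths, and limma voom with sample quality weights gave 2517 (1285 higher, 1232 lower). Gene lengths as offsets in edgeR gave 0, beside 3596 genes with an unadjusted p under 0.05, and the GC correction gave 0, beside 3332. With the form of library identifier as a covariate the count was 2 (2 higher), beside 3585. Across the 11 fits that each left out a sample the count was 0 to 302, with 0 to 131 higher and 0 to 171 lower. Of the transcripts in Supplemental Table 1, 335, 417 and 316 passed in the same direction in DESeq2 with size factors, DESeq2 with gene lengths and limma voom, 0 with gene lengths in edgeR, 0 with the GC correction, 2 with the identifier form as a covariate, and 0 to 115 with samples left out. The number with an unadjusted p under 0.05, 4212 in edgeR, was 6828 in limma voom and 2634 to 5654 with samples left out; it stayed within 1.5-fold under the other alternatives that did not use the replicate block.

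The count of 419 in DESeq2 with gene lengths was 769 without gene lengths, 160 after the GC correction, 183 with the GC correction and the identifier form together, 168 with the fold change over 2 that the paper's methods ask for, and 63 to 2322 with samples left out. It was 314 with the identifier form as a covariate and 384 without the immunoglobulin genes, both within 1.5-fold.

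The share of variance on the first component, 24.8%, was 22.1% with TMM log2 CPM, 28.7% without immunoglobulin genes, 33.4% with 500 genes, 27.6% with genes scaled to unit variance, and 26.2% to 30.6% with samples left out. The exact permutation p of the difference between groups on this component, 27.1 with p = 0.00433, rose above 0.05 without gene lengths (20.1, p = 0.0541), without immunoglobulin genes (19.7, p = 0.0736), with 500 genes (18.0, p = 0.0714) and with scaled genes (23.6, p = 0.0649), and with samples left out the difference was 4.32 to 31.4 (exact permutation p from 0.00476 to 0.748). The share of variance between groups stayed under an exact permutation p of 0.05 in the alternatives with all samples and was 16.5% to 21.1% with samples left out (exact permutation p from 0.00476 to 0.114). The smallest branch with all asymptomatic samples fell from 8 to 7 members with TMM log2 CPM (exact permutation p = 0.0455). The difference in within-group distance, 2.89, was -2.34 without immunoglobulin genes, -0.10 with 1750 genes and -0.049 to 5.65 with samples left out.

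The scores for immunoglobulin genes (1.01 to 2.03), metalloproteinases, interferon response, cytokines and smooth muscle contraction kept their direction in the alternatives with all samples and with samples left out, and none passed an adjusted p of 0.05 in the exact permutation tests. Within the first identifier form alone the differences were opposite for metalloproteinases (-0.89) and smooth muscle contraction (0.084). The lipoprotein score difference, 0.069, was -0.10 after the GC correction, -0.047 with the median over genes and -0.19 to 0.29 with samples left out. The neutrophil score difference, 0.30, was -0.064 to 0.58 with samples left out.

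For the 47 named genes 1164 log2 fold changes were computed under alternatives; 1073 kept their direction and their side of the threshold, 11 fell below it, 51 rose above it and 29 reversed. Those that rose were 20 in DESeq2 with gene lengths, 16 with size factors, 12 in limma voom and 3 with a sample left out. *MMP7* (-0.35 in edgeR) was 1.13 in limma voom, 0.93 with the identifier form and -0.68 to 0.17 with samples left out. *MMP12* (0.038) was -0.039 and -0.043 in DESeq2 with size factors and with gene lengths, -0.017 without a filter and -0.45 to 0.74 with samples left out. In limma voom *IL6* was -0.79, *CXCL6* -0.26 and *CXCL9* 0.59. *CCL18* was -0.27 with the identifier form and -0.23 to 0.73 with samples left out, *CXCL8* -0.21 to 0.91 and *IFI27* -0.061 to 0.94.

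Same-numbered samples come from different donors. The correlation of their deviations from the group means was 0.0638 on average over 5 pairs (from -0.0542 to 0.266), against -1e-04 over all pairs, so the replicate number gives no evidence of pairing. Recently ruptured replicate 6 has no same-numbered asymptomatic sample, so it adds nothing to the differences estimated with the block. Changes under the block therefore also reflect the loss of that sample. With the replicate number as a block, edgeR called 0 genes (0 higher) with 3104 at an unadjusted p under 0.05, and with the block and the GC correction 0 genes (0 higher) with 2578; in both, 0 transcripts of Supplemental Table 1 passed. DESeq2 with gene lengths called 178 with the block, 12 of them in Table 2, and 110 with the block and the GC correction, 4 of them in Table 2. With the block *IFIT3* was -0.023, *CXCL8* -0.12 and *CCL18* -0.054; with the block and the GC correction *MMP25* was -0.27, *IFI27* -0.085, *IFIT3* -0.0062, *OAS3* -0.13, *CXCL8* -0.12 and *CCL18* -0.043. The mean paired difference, over 5 pairs, was 2.01 for the immunoglobulin score (exact sign flip permutation p = 0.125), 0.73 for B cell markers (exact permutation p = 0.0625, the smallest that 5 pairs allow), 1.04 for plasma cell markers, 1.23 for metalloproteinases, 0.37 for interferon response, 0.36 for cytokines, -0.175 for smooth muscle contraction, 0.093 for erythroid markers, -0.019 for the lipoprotein set and -0.061 for neutrophil markers.

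Depth limits *CD177*, whose asymptomatic samples lie under the floor of 3 counts, so that its change is a lower bound, and *CXCL6*, which had as few as 0 counts in a recently ruptured sample. DESeq2's filter on the mean count decides part of its calls, since 170 genes remained when all genes with a p-value were adjusted together.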

Differences from the paper's values

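The paper reports 422 DEGs, 159 of them decreased, and its supplementary list could be read as 262 increased transcripts. edgeR's quasi-likelihood test gave 1, with 1 higher and 0 lower, beside 4212 genes with an unadjusted p under 0.05. Among the alternatives set before the data were examined, DESeq2 with gene lengths as offsets gave 419, with 260 higher and 159 lower; the methods name tximport and DESeq2 but not the use of gene lengths. They also ask for a fold change over 2, and with it DESeq2 with gene lengths gave 168, with 151 higher and 17 lower; 152 of the 421 listed transcripts have a fold change over 2, so the paper's count is close to the one by adjusted p alone. No other alternative set before the data were examined closed the gap with all samples. DESeq2 with size factors gave 769 and limma voom 2517, and the alternatives in edgeR gave 0 to 2. Among the alternatives to the DESeq2 count, chosen after the data were seen, 2 were also within 1.5-fold of the paper's count. These were the identifier form as a covariate (314) and immunoglobulin genes left out (384). The GC correction gave 160, and 183 together with the form. The replicate block, in which recently ruptured replicate 6 has no partner, gave 178, and 110 with the GC correction. With samples left out the count in edgeR lay between 0 and 302. Leaving out recently ruptured replicate 1 gave 302, with 131 higher and 171 lower; the total and the number lower were then within 1.5-fold of the paper's and the number higher was not.

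The paper's log2 fold change of *MIAT* is 1.02 (standard error 0.29), against 0.71 in edgeR. The alternatives set before the data were examined under which the difference was within the paper's standard error were DESeq2 with gene lengths (1.02), limma voom (0.94), upper quartile normalization (0.77), total counts without TMM factors (0.73), at least 10 counts in every sample (0.74) and gene lengths as offsets in edgeR (1.06), and it was also within it in 7 of the 11 fits that each left out a sample (0.50 to 0.83 over the 11). The paper's value for *ZBTB17* is 1.00 (standard error 0.25), against 0.70. Here the gap closed with DESeq2 with gene lengths (1.01), limma voom (0.85), upper quartile normalization (0.75), gene lengths in edgeR (1.04) and asymptomatic replicate 5 left out (0.82), the only 1 of the 11 fits with a sample left out that did so. The remaining alternatives did not close the gap for either gene.

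The paper lists all 21 genes of Table 2 as differentially expressed. edgeR tested 20 of them and called 0, while 19 had an unadjusted p under 0.05. DESeq2 called 21 with gene lengths and 15 with size factors, limma voom called 12, and edgeR without recently ruptured replicate 1 called 3 (*ARHGAP4*, *HMHA1* and *SH3BP1*); the other alternatives in edgeR called 0. Among the alternatives to the DESeq2 count that were chosen after seeing the values, the identifier form as a covariate called 14, the GC correction 1, the GC correction with the identifier form 6, leaving out the immunoglobulin genes 21, and leaving out each sample in turn 5 to 20. The fits of DESeq2 with the replicate number as a block also called some of them. *CD177* did not pass edgeR's filter; DESeq2 with gene lengths called it.

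*MMP7*, *MMP12*, *CXCL9* and *CCL18* are named by the paper among transcripts increased in recently ruptured plaques. edgeR gave log2 fold changes of -0.35 for *MMP7* and -0.36 for *CXCL9*, which were lower, and 0.038 for *MMP12* and 0.16 for *CCL18*, which were close to 0 relative to their standard errors of 0.88 and 0.51. *MMP7* was higher in limma voom (1.13) and with the identifier form as a covariate (0.93), and *CXCL9* was higher in limma voom (0.59).

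The paper's Discussion describes *ADAMTS4* as reduced in the recently ruptured group, while its Results and Table 2 give an increase. The log2 fold change in edgeR was 0.84, an increase.

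The paper describes a separation of the groups by hierarchical clustering, with the asymptomatic samples close together. In the clustering computed here the smallest branch with all 5 asymptomatic samples also held 3 recently ruptured samples, and no alternative gave a branch of asymptomatic samples alone; across them, apart from those that left out a sample, the branch had 7 to 10 members. The paper proposes greater variability of recently ruptured samples because 2 of them clustered away from the rest, without naming them in its text. Here too the first division set 2 recently ruptured samples, replicates 1 and 4, apart from all others. The difference in mean distance within the groups, another measure of variability, was 2.89 (exact permutation test, p = 0.654).

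The paper names the first principal component as the one that carries rupture status. Without asymptomatic replicate 5 the difference between groups was 4.32 on the first component, and the second component carried it. Without recently ruptured replicate 4 it was 12.1 on the first (exact permutation p = 0.389) and 22.4 on the second (exact permutation p = 0.0238). Without asymptomatic replicate 2 it was 13.9 on the first (exact permutation p = 0.286). Over the 11 fits that each left out a sample, the first-component difference reached 31.4, with exact permutation p from 0.00476 to 0.748.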

Other observations

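The tests of the DESeq2 calls against GC content and identifier form, of the immunoglobulin score against library depth, shared reads and the number of scores, the permutations within the identifier forms, the PCA with the form removed, and of *CD177* against the marker scores across samples, were chosen after the results were seen.

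The samples were divided in other ways into groups of 5 and 6 and compared again, 100 ways in all with the real groups included. Since the groups share replicate numbers, the real groups were set against the 32 divisions that part every same-numbered pair. In edgeR 3 of the 32 gave at least the 1 gene past the adjusted threshold that rupture status gave, so that count is within what other divisions give. Rupture status alone, 1 of 32, reached its own number in the other measures: 4212 genes with an unadjusted p under 0.05 in edgeR (at most 2787 in the others, with a median of 689), 419 genes in DESeq2 with gene lengths (at most 71) and 2517 in limma voom (at most 1). The other 68 divisions leave at least 1 same-numbered pair together. Among these with the real groups added, 5 of 69 gave as many genes in edgeR, 2 of 69 as many with an unadjusted p under 0.05, 5 of 69 as many in DESeq2 and 3 of 69 as many in limma voom. One of them, included deliberately, divides the samples by the form of the library identifier. It gave 261 genes in edgeR, 5389 with an unadjusted p under 0.05, 1946 in DESeq2 and 3872 in limma voom, more than rupture status in each measure. The identifier form holds 3 of the 5 asymptomatic and 2 of the 6 recently ruptured samples in its first group, so if it stands for a library batch, the batch and rupture status cannot be fully told apart in these counts of genes. Both forms hold samples of both groups, however, and with the mean of the form removed from each gene the difference between the groups on the first component was 29.5 (exact permutation p = 0.00433) and the share of variance between groups 20.7% (exact permutation p = 0.00433).

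The genes that DESeq2 with gene lengths called higher had a median GC content of 60.4% (257 of 260 with a value) and those called lower 43.7% (156 of 159), against 48.7% for genes not called (17538 of 17735). A candidate explanation is a difference in GC content between the libraries. After a correction of each library for GC content, 25.1% of the calls remained. Part of this loss may come from DESeq2's filter on the mean count, since 13 of 20 Table 2 genes fell below it after the correction. With all genes that had a p-value adjusted together, 170 genes passed before the correction and 76 after it. Of these, 116 and 28 were higher in recently ruptured plaques. A part of the calls may therefore follow GC content. The correction also removes any true change that runs along GC content, and the 104 calls with a GC value that passed after it are not fully explained by this bias; 1 further call that passed has no GC value and was not corrected. With the identifier form as a covariate 58.2% of the calls remained, between the shares set for a batch effect and for its absence, so a batch contribution to the calls cannot be told apart from rupture status.

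The higher immunoglobulin score in recently ruptured plaques (difference 1.67) was weighed against technical and biological explanations. Library depth was similar between the groups (exact permutation p = 0.459 for total counts). After the GC correction the difference was 1.45, so most of its size remained; its p was above 0.05 before the correction as well as after, so p cannot decide, and a contribution of GC content cannot be told apart. The difference had the same direction within both identifier forms, but it was 3.67 in the first and 0.495 in the second, the latter below the SD of either group. Adjusted for the form it was 2.00, and status permuted within the forms gave an exact permutation p of 0.0333 over 150 arrangements, without adjustment for the 5 measures tested in this way, so the form does not account for the difference. The division of reads between near-identical genes was removed by taking the immunoglobulin share of all counts, which still differed (exact permutation p = 0.0325). Adjusted for the form, the share differed by 2.41 on the log2 scale. Status permuted within the forms gave an exact permutation p of 0.0133 for it, also without adjustment for the 5 measures. Adjusted over the 10 scores the p of the immunoglobulin score was 0.245, so a chance difference among the scores remains an explanation. More plasma cells and more B cells were the biological explanations tested, and each marker score had an exact permutation p of 0.0736, above the threshold of 0.05. Over the alternatives this p was 0.0143 to 0.143 for B cells and 0.0368 to 0.176 for plasma cells (exact permutation), and none was under 0.05 after adjustment over the scores. Permuted within the forms it was 0.0933 for B cells and 0.0267 for plasma cells (exact permutation). Most of the difference (1.45 of 1.67) remained after the GC correction, so GC content is left as a possible part of it and not as the whole. Chance and such a part from GC content therefore remain beside a change in cell composition. The pattern cannot be told apart from chance.

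*SDC1*, which the paper relates to smooth muscle cell proliferation and migration, is also a surface marker of plasma cells. As a hypothesis, plasma cells may be a source of its increase. Across the 11 samples *SDC1* rose with the plasma cell marker score (Pearson's r = 0.868, permutation p = 0.00042, adjusted over 5 relations p = 0.00105; Spearman's rho = 0.664, permutation p = 0.0303). With the 2 samples farthest from the median score left out, r was 0.602 (permutation p = 0.0852), so the relation rests in part on those samples. After the group means were removed it was 0.842 over the 11 samples. It was 0.604 in the 6 samples with the second identifier form; the first form has 5 samples, under the minimum of 6 set for a correlation. *SDC1* and the smooth muscle contraction score gave r = -0.411 (permutation p = 0.207) and rho = -0.409 (permutation p = 0.214); r was -0.780 in the second form. By comparison *MZB1* and the immunoglobulin score gave r = 0.983 and rho = 0.964 (permutation p = 2e-05 for each), and r = 0.936 without the 2 farthest samples (permutation p = 2e-04), and r was 0.959 in the second form. *CD79A* and the B cell marker score gave r = 0.792 (permutation p = 0.00392) and rho = 0.800 (permutation p = 0.00442), but 0.501 without the 2 farthest samples (permutation p = 0.168); r was 0.62 in the second form. Whether plasma cells are the source of *SDC1* cannot be decided from these values.

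*CD177* is a marker of neutrophils, so its increase may reflect more neutrophils or more residual blood in the tissue. The neutrophil marker score did not differ between the groups (difference 0.30, exact permutation p = 0.665), nor did the erythroid marker score (difference 0.67, exact permutation p = 0.604). A difference of group means cannot exclude an increase carried by single samples, however. *CD177* was above the floor in all 6 recently ruptured samples, but recently ruptured replicates 6 (27.1 CPM) and 2 (5.39 CPM) had far more than the other 4 (at most 0.237 CPM), and these samples also had the highest neutrophil scores of the 11 (1.92 and 0.95); replicate 6 had the highest erythroid score (3.18). Asymptomatic replicate 2, however, had a neutrophil score of 0.86 with 0 CPM of *CD177*. Asymptomatic replicates 5 and 3 had erythroid scores of 2.60 and 2.03, above recently ruptured replicate 2 (1.62). Their *CD177* was 0.032 and 0.091 CPM. Across the 11 samples *CD177* rose with the neutrophil score (Pearson's r = 0.646, permutation p = 0.0311, adjusted over 2 relations p = 0.0311; Spearman's rho = 0.401, permutation p = 0.220). That relation rests on the 2 samples farthest from the median score, recently ruptured replicate 6 and asymptomatic replicate 1. Without them *CD177* gave r = 0.222 (permutation p = 0.610). It rose with the erythroid score as well (r = 0.624, permutation p = 0.0299, adjusted p = 0.0311; rho = 0.633, permutation p = 0.0414), with r = 0.655 without the 2 farthest samples (permutation p = 0.0442). In the 6 samples of the second identifier form the correlations were 0.815 and 0.394. Neutrophils and residual blood therefore remain candidate sources for the samples with the most *CD177*, although asymptomatic samples with similar scores had *CD177* under the floor.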
